# Hrg1 promotes heme-iron recycling during hemolysis in the zebrafish kidney

**DOI:** 10.1371/journal.pgen.1007665

**Published:** 2018-09-24

**Authors:** Jianbing Zhang, Ian Chambers, Sijung Yun, John Phillips, Michael Krause, Iqbal Hamza

## Abstract

Heme-iron recycling from senescent red blood cells (erythrophagocytosis) accounts for the majority of total body iron in humans. Studies in cultured cells have ascribed a role for HRG1/SLC48A1 in heme-iron transport but the *in vivo* function of this heme transporter is unclear. Here we present genetic evidence in a zebrafish model that Hrg1 is essential for macrophage-mediated heme-iron recycling during erythrophagocytosis in the kidney. Furthermore, we show that zebrafish Hrg1a and its paralog Hrg1b are functional heme transporters, and genetic ablation of both transporters in double knockout (*DKO)* animals shows lower iron accumulation concomitant with higher amounts of heme sequestered in kidney macrophages. RNA-seq analyses of DKO kidney revealed large-scale perturbation in genes related to heme, iron metabolism and immune functions. Taken together, our results establish the kidney as the major organ for erythrophagocytosis and identify Hrg1 as an important regulator of heme-iron recycling by macrophages in the adult zebrafish.

## Author summary

Total body iron stores in mammals is a composite of iron absorption from diet and iron recycled by macrophages from dying red blood cells (RBCs). Upon erythrophagocytosis of RBCs, the hemoglobin is degraded and heme is imported from the phagosomal compartment into the cytoplasm so that the iron can be released from heme. Defects in these pathways can lead to aberrant iron homeostasis. The Heme Responsive Gene-1 (HRG1, SLC48A1) was identified previously as a heme importer in the intestine of the roundworm, *Caenorhabditis elegans*. In cell culture studies, HRG1 was demonstrated to mobilize heme from the erythrophagosome of mouse macrophages into the cytosol. However, the *in vivo* function of HRG1 remains to be elucidated. The zebrafish is a powerful genetic animal model for studying vertebrate development and ontogeny of hematopoiesis. In zebrafish, the kidney marrow is the adult hematopoietic organ that is functionally analogous to the mammalian bone marrow. In this study, we show that Hrg1 plays an essential *in vivo* role in recycling of damaged RBCs, and that the kidney macrophages are primarily responsible for recycling heme-iron in the adult zebrafish.

## Introduction

Heme is an iron-containing porphyrin that acts as an essential cofactor in numerous biological processes such as oxygen transport, miRNA processing, electron transfer, and circadian clock control [1]. In humans, total body iron store is a composite of dietary iron absorption, which accounts for around 10% of the daily iron requirement after compensating for daily iron losses, and heme-iron recycling through clearance of senescent red blood cells (RBCs) [2, 3]. RBCs contain approximately 70% of the overall body iron in the form of heme, and consequently heme-iron recycling is a significant contributor of systemic iron homeostasis [4]. Thus, a better understanding of heme recycling and transport is critical to understanding the role of heme and iron in red cell synthesis and turnover.

The lifespan of mature RBCs is limited in circulation, with approximately40 and 120 days for mouse and human, respectively [5, 6]. Furthermore, circulating RBCs can be subjected to damage under stress conditions leading to hemolysis. When RBCs become senescent or the number of damaged RBCs increases in the circulation, macrophages from the reticuloendothelial system (RES, spleen and liver) contribute to RBC clearance and subsequently promote heme-iron recycling through erythrophagocytosis (EP). Upon degradation of RBCs in the erythrophagosome, heme is imported into the cytoplasm for degradation by the heme-degrading enzyme heme oxygenase-1 (HMOX1) [7]. Defects in erythrophagocytosis (EP) lead to aberrant iron homeostasis, culminating in iron deficient anemia (IDA) or iron overload [8, 9].

The Heme Responsive Gene-1 (HRG1, SLC48A1) was identified previously as a heme importer in the intestine of *Caenorhabditis elegans* [10]. In *ex vivo* cultured mouse bone marrow derived macrophages (BMDMs), HRG1 was recruited to the erythrophagosome membranes where it colocalizes with NRAMP1, an iron transporter found on the phagolysosomal membranes, surrounding ingested senescent RBCs [11, 12]. *HRG1* mRNA is upregulated during erythrophagocytosis (EP) in mouse bone marrow derived macrophages (BMDMs) and HRG1 protein is strongly expressed in macrophages of the reticuloendothelial system (RES) and specifically localizes to the phagolysosomal membranes [11]. Depletion of HRG1 by siRNA in bone marrow derived macrophages (BMDMs) causes defective heme transport from the phagolysosomal compartments and a failure to upregulate *HMOX1* mRNA, demonstrating that HRG1 must mobilize heme from the erythrophagosome into the cytosol. However, whether HRG1 functions similarly *in vivo* remains to be elucidated.

The teleost fish, *Danio rerio*(zebrafish), is a powerful genetic animal model for studying vertebrate development and ontogeny of hematopoiesis [13]. In zebrafish, the kidney marrow (head kidney) is the adult hematopoietic organ and is functionally analogous to the mammalian bone marrow. Compared to the kidney marrow, the zebrafish spleen is not well characterized, although it has been proposed to function as a reservoir for RBCs where erythrocytes are stored and destroyed [14]. Histological analysis reveals that macrophages, although rare in the zebrafish spleen, contain phagosomes with erythrocytes and other cellular debris, suggesting that erythrophagocytosis (EP) could occur in the zebrafish spleen [15, 16]. However, direct experimental evidence identifying the tissues that are involved in heme-iron recycling in the zebrafish is lacking. In this study, we show that Hrg1 plays an essential role in the recycling of damaged RBCs and that the kidney macrophages are primarily responsible for heme-iron recycling in the zebrafish.

## Results

### The zebrafish genome contains two *hrg1* paralogs

Owing to ancient whole-gene duplication in teleosts, the zebrafish genome can typically contain more than one orthologue per human protein-encoding gene [17, 18]. Indeed, two *hrg1* paralogs are present—*hrg1a* (*slc48a1b*) and *hrg1b* (*slc48a1a*) are located on chromosome 6 and chromosome 23, respectively (**Fig 1A**). Both paralogs are phylogenetically related to *C*. *elegans* (CeHRG-1 and CeHRG-4), mouse (MmHRG1) and human (HsHRG1) HRG1 (**Fig 1B and 1C**). Sequence alignment reveal that the protein sequences of Hrg1a and Hrg1b share 73% identity and 86% similarity to each other (**Fig 1C**). Protein topological predictions show that Hrg1a and Hrg1b contain four transmembrane domains with a cytoplasmic N- and C-terminus and conserved amino acids that have been implicated in heme transport (**Fig 1C**, asterisk) [19].

**Fig 1:**
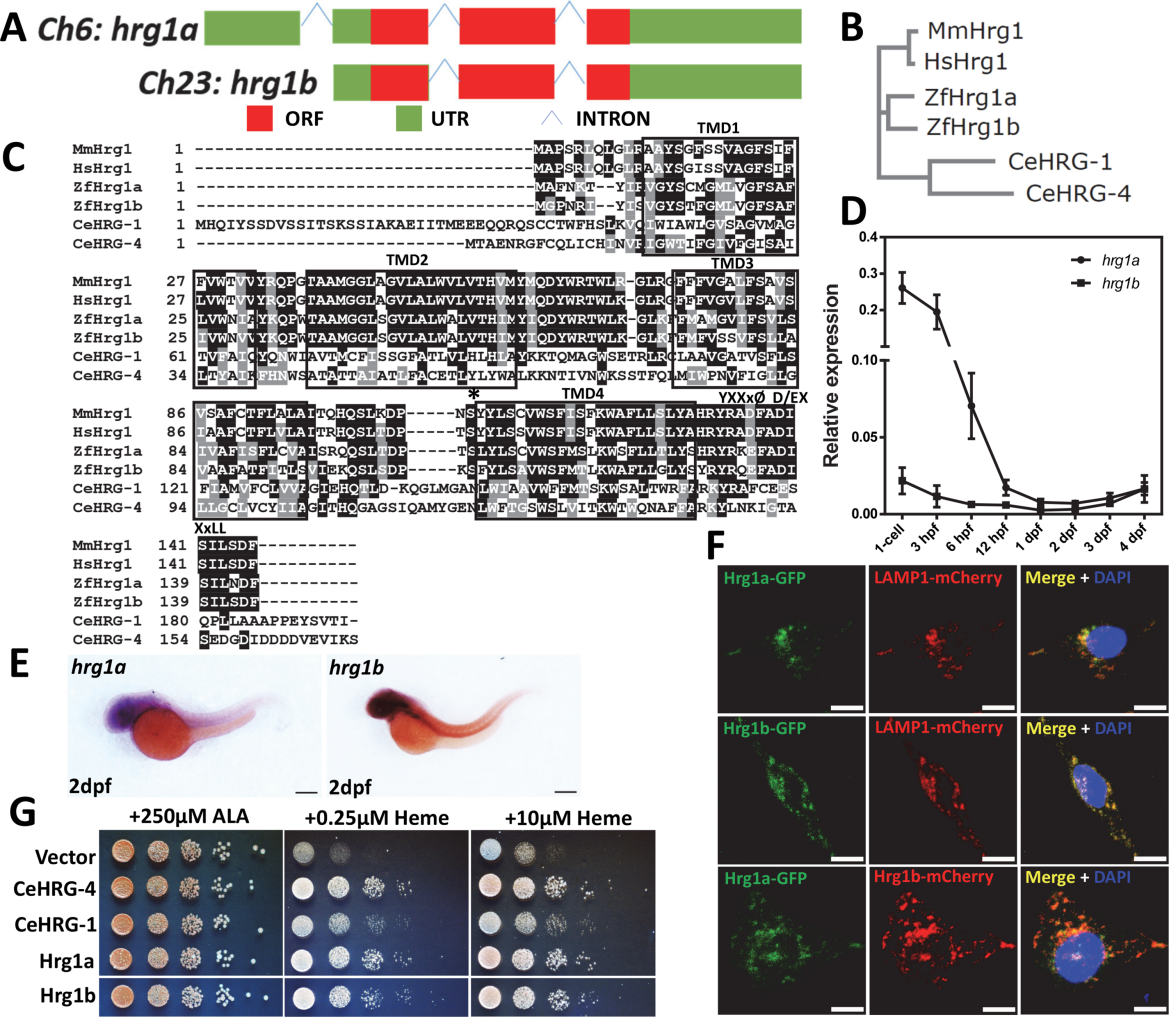
*Hrg1* is duplicated in the zebrafish genome. **(A)** Two *hrg1* homologs exist in zebrafish genome: *hrg1a* (slc48a1b) on chromosome 6 and *hrg1b* (slc48a1a) on chromosome 23. **(B)** Phylogenetic analysis of zebrafish Hrg1a and Hrg1b with CeHRG-1, CeHRG-4, MmHrg1, and Human Hrg1 (HsHrg1). Sequences were aligned using ClustalW and a phylogenetic tree was generated using the Neighbor-Joining method in MEGA5. **(C)** Multiple sequence alignment of zebrafish Hrg1a and Hrg1b with orthologs CeHRG-1, Cehrg-4, MmHrg1, and Human Hrg1 (HsHrg1). Asterisk, conserved histidine; black box, putative transmembrane domains; YXXxØ, C-terminal tyrosine sorting motif; D/EXXxLL, di-leucine sorting motif. **(D)** qRT-PCR of *hrg1a* and *hrg1b* in zebrafish embryos at different stages. 50 embryos before 24hpf were collected as one cohort. For embryos later than 24hpf, 30 were pooled as one cohort. 3 cohorts of each stage were harvested for total RNA extraction. Expression level was normalized to *ß-actin*. **(E)** Lateral view of *hrg1a* and *hrg1b* expression by WISH at 2dpf. Anterior is to the left. Scale bar: 200μm. **(F)** Confocal microscopy depicting subcellular localization of Hrg1a and Hrg1b with C-terminally tagged fluorescent proteins in transfected HEK-293 cells. Lamp1 is a marker for lysosomal compartments. Scale bar: 10 μm. **(G)** Yeast growth assay showing that zebrafish Hrg1a and Hrg1b are able to mediate heme transport in yeast. The *hem1Δ* strains transformed with empty vector pYes-DEST52, CeHRG-4, CeHRG-1, Hrg1a and Hrg1b were cultivated overnight and spotted in serial dilutions on SC plates supplemented with 250μM ALA and indicated concentrations of heme.

To determine the spatiotemporal expression of *hrg1*, total mRNA was extracted from embryos at different stages, from single cell to 4 days post fertilization (dpf). RT-PCR analysis revealed that the temporal expression patterns of *hrg1a* and *hrg1b* are similar and that both *hrg1a* and *hrg1b* mRNAs are present in the one-cell embryo (**Fig 1D, S1A Fig**). As zygotic mRNA expression is turned-on around 3 hour post fertilization, mRNA detected before this stage is typically associated with maternal deposition during oogenesis [20]. Whole-mount *in situ* hybridization (WISH) confirmed the RT-PCR analysis and revealed that *hrg1* is ubiquitously expressed throughout developing embryos, with high expression levels in the central nervous system **(Fig 1E, S1B and S1C Fig)**. qRT-PCR from dissected adult zebrafish tissues showed that *hrg1a* and *hrg1b* are expressed at different levels in various organs (**S1D and S1E Fig).**

Ectopic expression of fluorescent-tagged zebrafish Hrg1a and Hrg1b in HEK293 cells revealed that Hrg1a and Hrg1b colocalize with LAMP1, a lysosomal marker, consistent with previous studies that showed that the worm and human HRG1 localize to endo-lysosome-related organelles [10]. Moreover, coexpression of fluorescent-tagged Hrg1a and Hrg1b showed both proteins colocalize to similar intracellular compartments (**Fig 1F**). These results are consistent with the presence of potential heme-binding ligands and sorting motifs in the C-terminus of Hrg1a and Hrg1b (**Fig 1C**) [10, 11, 19]. Expression of zebrafish *hrg1a* and *hrg1b* rescued growth of *hem1Δ* yeast at heme concentrations as low as 0.25 μM, comparable to the established heme transporters CeHRG-4 and CeHRG-1, demonstrating that Hrg1a and Hrg1b are heme transporters (**Fig 1G**) [10].

### Zebrafish lacking Hrg1 show normal red cell development

To further define the function of zebrafish Hrg1 *in vivo*, we generated *hrg1a* and *hrg1b* double knockout zebrafish with CRISPR/Cas9 genome editing. The *hrg1a*^*iq261*^ mutant allele contains a 61 nt deletion and a 7 nt insertion (-61, +7) in exon 2, resulting in loss of its original ATG translation start site (**S2A Fig**). Although an ATG site downstream in the *hrg1a* ORF could be used for alternative translation initiation, this would cause a truncation of 38 amino acids at the N-terminus. The *hrg1b*^*iq361*^ mutant allele carries a -61 nt deletion in exon 3, resulting in a protein predicted to contain 28 less amino acids at the C-terminus and addition of 6 extra amino acids (**S2A Fig**).

To determine whether the truncated forms of Hrg1a and Hrg1b had residual function, we performed heme-dependent growth assays with the predicted mutant ORFs using the *hem1Δ* yeast mutant. Hrg1a^*iq261*^ and epitope-tagged Hrg1b^*iq361*^ mutant constructs were expressed, as determined by immunoblotting (**S2B Fig**), but failed to rescue *hem1Δ* growth even in the presence of 5 μM exogenous heme (**Fig 2A**). *hrg1* double knockout (*DKO*) zebrafish were generated by crossing *hrg1a*^*iq261*^ and *hrg1b*^*iq361*^ mutant alleles (**S2C Fig**). Intercrossing of *hrg1a*^*+/iq261*^*; hrg1b*^*+/iq361*^ generated progeny with the expected Mendelian ratios (**S2D Fig**) (chi-square test, *p > 0*.*05*) and survival rates for *DKO* fish were comparable to wildtype Tü and *hrg1a*^*iq261/iq261*^ or *hrg1b*^*iq361/iq36*^ single mutants. Immunoblotting of total membrane proteins obtained from 3 dpf embryos revealed no detectable Hrg1 protein in *DKO* fish (**Fig 2B**).

**Fig 2:**
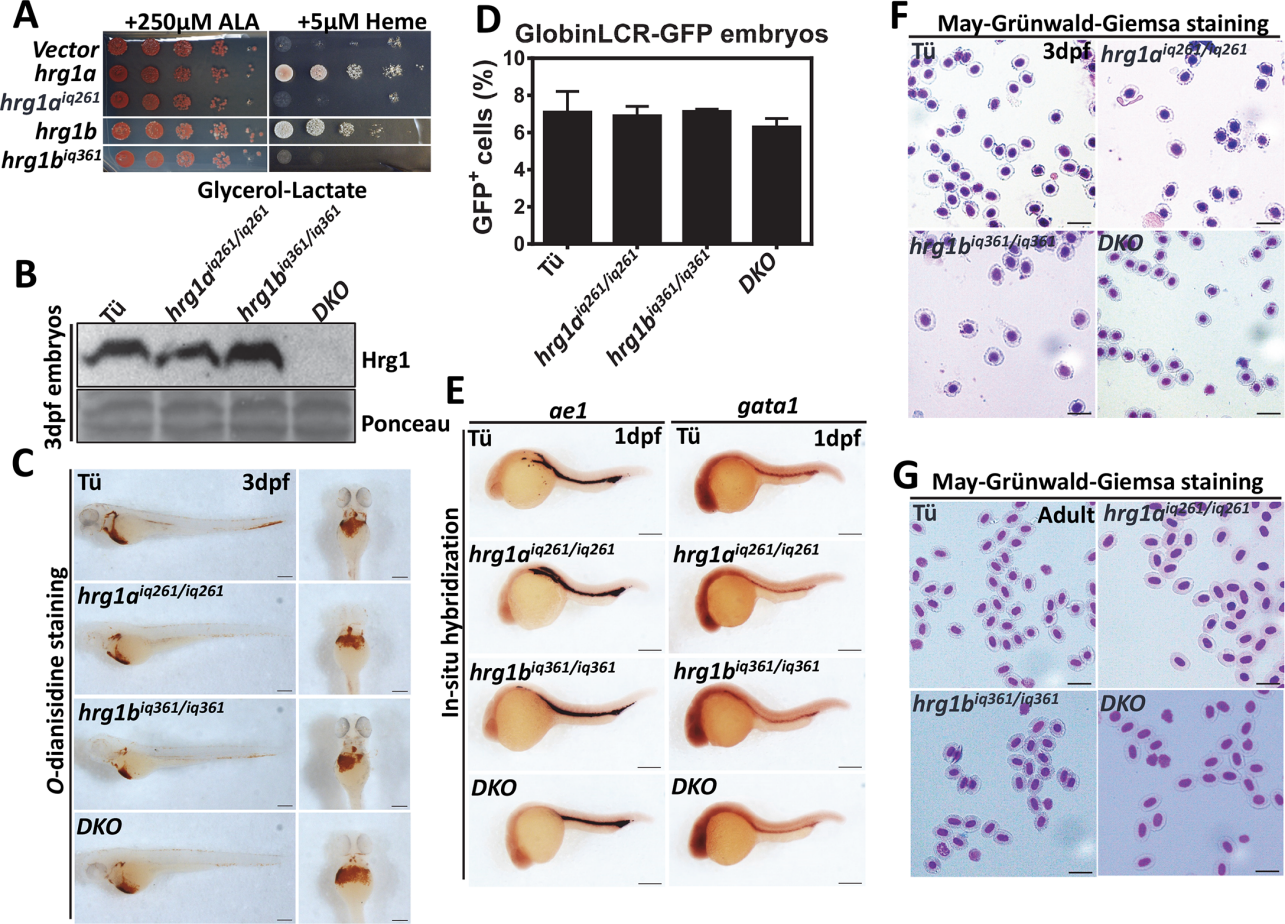
*hrg1 DKO* zebrafish survives to adulthood without overt hematological phenotypes. **(A)** Yeast growth assay showing that zebrafish Hrg1a^iq261^ and Hrg1b^iq361^ alleles are incapable of mediating heme transport in yeast in contrast to WT forms of Hrg1a and Hrg1b. The *hem1Δ* strain transformed with empty vector pYes-DEST52, *hrg1a*, *hrg1b*, predicted *hrg1a*^*iq261*^ and *hrg1b*^*iq361*^ were cultivated overnight and spotted in serial dilutions on SC plates supplemented with 250μM ALA and indicated concentration of heme. **(B)** Immunoblot of Hrg1 in membrane fractionation lysates from WT Tü, *hrg1a*^*iq261/iq261*^, *hrg1b*^*iq361/iq361*^ and double mutant *DKO*. Each crude membrane fraction lysate was from pooled ~30 embryos. Each lane represents 100 μg of protein from membrane fractionation lysates. Ponceau is used as a loading control for membrane fraction. **(C)** *O-*dianisidine staining of RBCs in 3dpf embryos from Tü, *hrg1a*^*iq261/iq261*^, *hrg1b*^*iq361/iq361*^ and *DKO* (n = 50 for each genotype). Scale bar: 200μm. **(D)** Quantitative percentages of GFP^+^ cells in Tü, *hrg1a*^*iq261/iq261*^, *hrg1b*^*iq361/iq361*^ and *DKO* mutants in GlobinLCR-GFP transgenic background. Error bars indicate SEM of 3 independent experiments (two-way ANOVA, p >0.05). **(E)** Lateral view of *ße1* and *gata1* expression by WISH at 1dpf embryos from Tü, *hrg1a*^*iq261/iq261*^, *hrg1b*^*iq361/iq361*^ and *DKO*. Anterior is to the left. N = 50 for each genotype. Scale bar: 200μm. **(F)** May-Grünwald-Giemsa staining of isolated peripheral RBCs at 3dpf embryos from Tü, *hrg1a*^*iq261/iq261*^, *hrg1b*^*iq361/iq361*^ and *hrg1a*^*iq261/iq261*^*; hrg1b*^*iq361/iq36*^ (N = 30). Scale bar: 20μm. **(G)** May-Grünwald-Giemsa staining of isolated peripheral RBCs from adult Tü, *hrg1a*^*iq261/iq261*^, *hrg1b*^*iq361/iq361*^ and *DKO*. Scale bar: 20μm.

To evaluate whether *hrg1a*^*iq261/iq261*^, *hrg1b*^*iq361/iq361*^ or DKO mutants have defects in red cell homeostasis, we first evaluated red cell synthesis by collecting embryos and processing them for *o*-dianisidine staining which interrogates RBC hemoglobin production. No defects in embryonic hemoglobinization were detected at 3 dpf embryos (**Fig 2C**). Quantification of GFP-positive RBCs, in *hrg1* mutants crossed to the globinLCR-GFP transgenic fish, showed comparable numbers of RBCs demonstrating that neither globin expression nor RBC numbers were altered in the absence of *hrg1* (**Fig 2D, S2E Fig**) (Two-way ANOVA, *p>0*.*05*). Correspondingly, WISH showed unaltered expression of *gata1*, a transcription factor required for erythropoietic lineage specification, and *ae1*, a marker for developing RBCs, further indicating normal erythropoietic differentiation in *hrg1a*^*iq261/iq261*^, *hrg1b*^*iq361/iq361*^, and *DKO* mutant animals (**Fig 2E**) (n = 30). RBC morphology, as determined by May-Grünwald-Giemsa staining (**Fig 2F and 2G**), and hemoglobinization levels, as determined by *o-*dianisidine staining, were normal (**S2F and S2G Fig**) in RBCs from embryos and adults. Collectively, these results suggested that red cell differentiation and maturation in *hrg1a*^*iq261/iq261*^, *hrg1b*^*iq361/iq361*^, and *DKO* mutants were unaffected.

### Kidney macrophages are primary sites for red cell turnover in the zebrafish

Next, we determined whether Hrg1 plays a role in RBC degradation in the zebrafish. To analyze turnover, we had to first establish an *in vivo* model for hemolysis in the adult zebrafish and then locate the tissue involved in recycling damaged RBCs. To induce acute hemolysis and EP, phenylhydrazine (PHZ) was administrated to adult zebrafish. Histological analysis of the kidney, spleen, and liver conducted one day post-PHZ revealed infiltration of large-sized cells with irregular morphology in the kidney and spleen, but not the liver (**Fig 3A**, yellow arrows). qRT-PCR revealed that expression of the zebrafish *hmox1a* homolog was significantly upregulated in the kidney, spleen, and liver after PHZ treatment (**Fig 3B**). Perl’s Prussian blue showed iron-positive pigmentation only in the kidney macrophages but not in the spleen or liver (**Fig 3C**, yellow arrows), indicating that only the kidneys were responding to hemolysis for heme-iron recycling.

**Fig 3:**
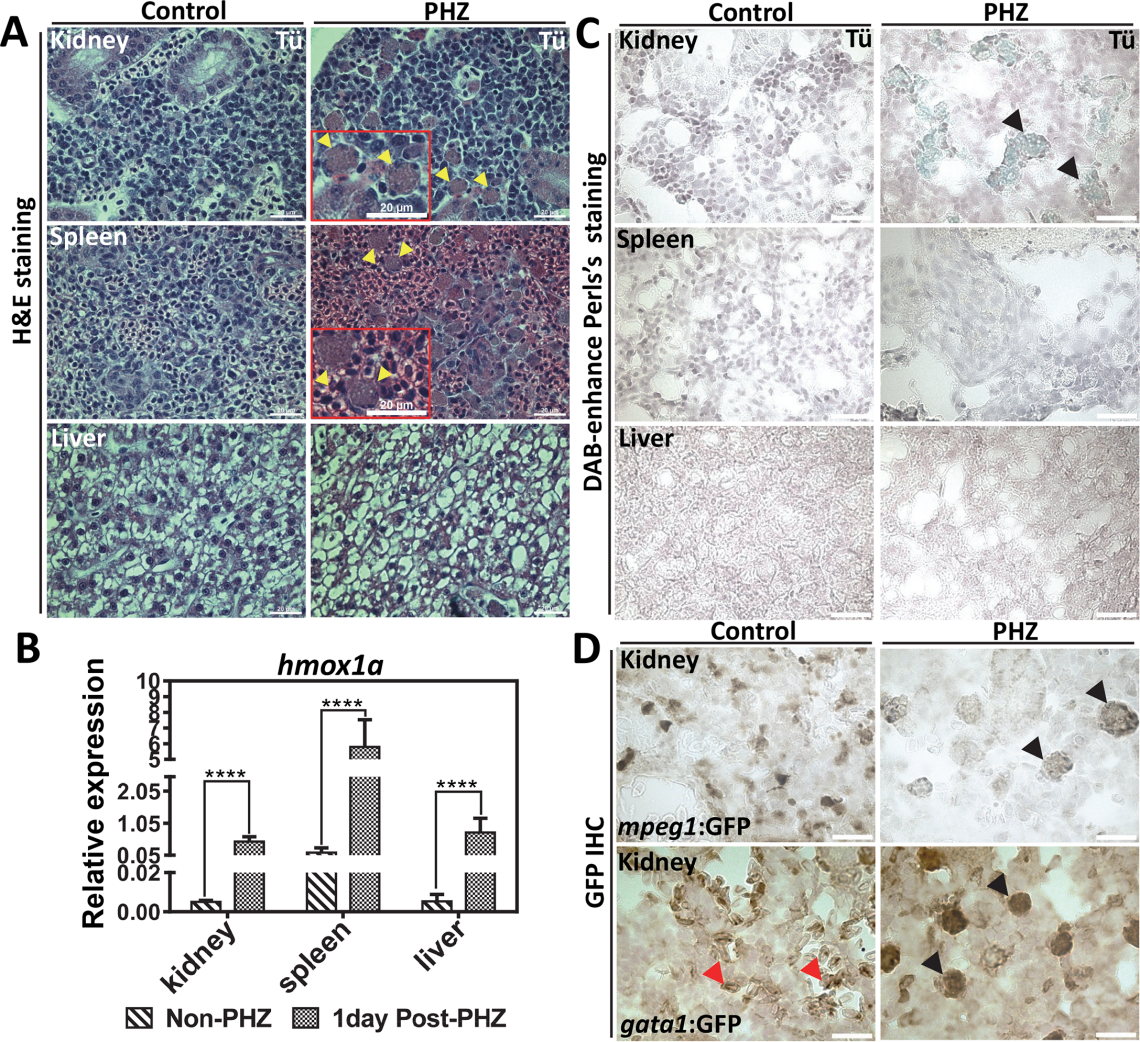
The zebrafish kidney is responsible for heme-iron recycling during EP. **(A)** H&E staining of kidney, spleen and liver sections from adult WT zebrafish with control (non-PHZ treated) and 1 day post PHZ-treatment samples. Cells undergoing erythrophagocytosis are indicated as yellow arrows. **(B)** qRT-PCR of *hmox1a* mRNA expression in the kidney, spleen and liver from control (non-PHZ treated) and PHZ treated adult zebrafish at 1day after treatment. Three adult zebrafish were pooled as one cohort, and three cohorts were repeated as biological triplicates. * p<0.05. **(C)** Perl’s Prussian blue iron staining on sections of kidney, spleen and liver from adult Tü WT zebrafish with control (non-PHZ treated) and 1 day post PHZ-treatment samples. Positive iron staining is indicated in kidney macrophages as showed by black arrows. **(D)** GFP IHC of kidney sections from adult transgenic zebrafish *gata1*:*gfp* and *mpeg1*:*gfp* with control (non-PHZ) and 1 day post PHZ-treatment. RBCs are indicated with red arrows and macrophages with black arrows.

Since macrophage-specific antibodies are not available for the zebrafish, transgenic fish expressing *gata1*:*gfp* and *mpeg1*:*gfp*, which label the erythroid and macrophage cells respectively, were treated with PHZ to determine whether the large-sized cells were macrophages. Immunohistochemistry (IHC) with anti-GFP antibody detected GFP-positive cells in the kidney of PHZ-treated *mpeg1*:*gfp* zebrafish, indicating that the newly-populated cells are macrophages (**Fig 3D)**. Furthermore, PHZ-treatment of *gata1*:*gfp* fish enhanced GFP staining within macrophages while GFP staining was restricted only to erythroid cells in untreated fish (**Fig 3D**). By contrast, GFP staining was absent in the livers of transgenic and WT (Tü) zebrafish (**S3A and S3B Fig**). Together, these results suggest that macrophages populate the kidney to phagocytose RBCs in response to hemolysis, and that these cells are the primary sites for heme-iron recycling in the adult zebrafish.

### Zebrafish *hrg1* promotes heme-iron recycling in kidney macrophages

To assess whether *hrg1* plays a role in red cell turnover, we compared *hrg1* mRNA levels in tissues of adult zebrafish exposed to PHZ. qRT-PCR revealed that the levels of of *hrg1a* and *hrg1b* mRNA were significantly upregulated by PHZ in the kidney (**Fig 4A**). By contrast, only *hrg1a* was upregulated in the spleen, and neither were altered in the liver (**Fig 4A**). Consistent with these findings, IHC using anti-HRG1 antibodies showed increased Hrg1 staining after PHZ treatment in the kidney macrophages, while the signal was barely visible in the spleen and liver (**Fig 4B**).

**Fig 4:**
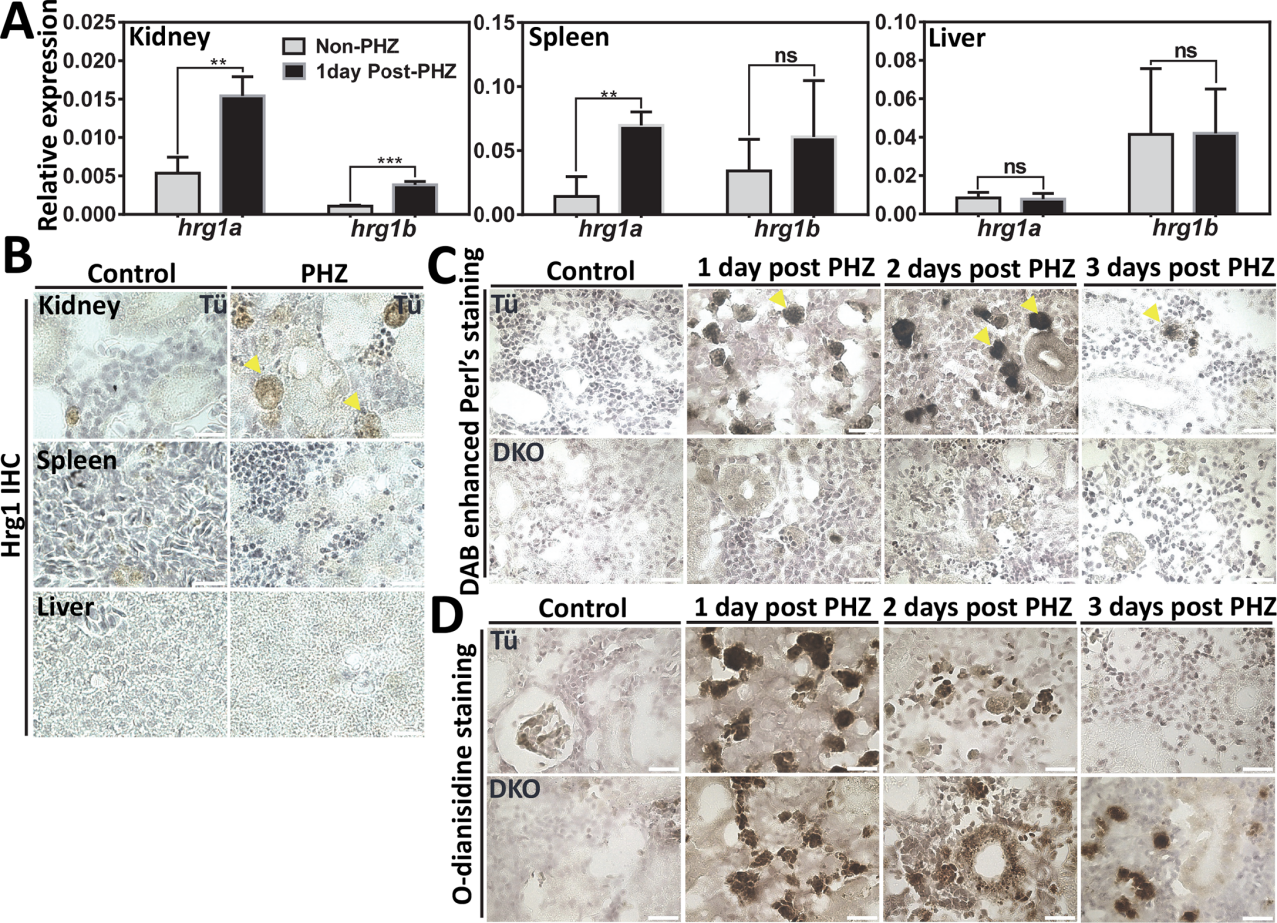
Defects of heme-iron recycling in kidney macrophages of Hrg1 DKO zebrafish. **(A)** qRT-PCR of *hrg1a* and *hrg1b* to quantify mRNA expression in the kidney, spleen and liver from control (non-PHZ treated) and 1-day post PHZ-treatment samples. Three adult zebrafish were pooled as one cohort, and three cohorts were repeated as biological triplicates. * p<0.05. **(B)** IHC staining of Hrg1 proteins in sections from the kidney, spleen and liver of adult zebrafish. **(C)** DAB-enhanced perl’s iron staining of kidney sections from Tü and *hrg1* DKO zebrafish with control (non-PHZ), 1 day, 2 days and 3 days post PHZ-treatment. **(D)** *O-*dianisidine staining of kidney sections from Tü and *hrg1* DKO zebrafish with control (non-PHZ), 1 day, 2 days and 3 days post PHZ-treatment. Scale bar: 20μm.

DAB (3,3'-Diaminobenzidine)-enhanced Perl’s iron and Prussian blue staining detected iron accumulation in kidney macrophages of WT zebrafish at 1, 2 and 3 days post PHZ-treatment, but not in the kidneys of DKO zebrafish (**Fig 4D, S4A Fig**). In contrast to the WT kidneys, *o*-dianisidine staining revealed accumulation of heme in the kidneys of DKO zebrafish at 2 and 3 days after PHZ treatment (**Fig 4E**). No Perl’s iron staining above background could be detected in the spleens from WT or DKO zebrafish (**S4B Fig**). Importantly, the macrophage numbers or morphology in the kidney and spleen were unaltered in response to PHZ-induced hemolysis in the DKO mutants (**S4C and S4D Fig, yellow arrows**). These results further confirm that loss of Hrg1 results in the accumulation of heme in kidney macrophages due to defects in heme-iron recycling from damaged RBCs.

### Transcriptome analysis reveals that Hrg1 is an essential component of the heme and iron metabolism network in zebrafish

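Kidneys and spleens were collected from adult WT (Tü) zebrafish and from *hrg1* DKO fish, either untreated or after exposure to phenylhydrazine (PHZ), a compound that lyses red blood cells, at 2.5 μg/ml for 25 min. The kidney donors were 5 to 6 months old. Each tissue had 4 groups (WT, WT_PHZ, DKO and DKO_PHZ) of 3 biological replicates, and each replicate pooled the tissue of 3 fish, which gave 24 libraries. Poly-A mRNA was purified from 1000 ng of total kidney RNA or 100 ng of total spleen RNA before library construction. The authors aligned the reads to zebrafish genome GRCz10 with STAR and counted the reads on each Ensembl gene with HTSeq, and the deposited values are these counts, without normalization. The counts cover 32266 genes, and 28566 of them had a read in at least 1 library. Between 7852634 and 14086181 reads per library were counted on genes. The median total in kidney was 12370735 for WT, 12463126 for WT_PHZ, 10527305 for DKO and 12033986 for DKO_PHZ. In spleen it was 11260516 for WT, 10103334 for WT_PHZ, 8390484 for DKO and 11036502 for DKO_PHZ. At these depths 3 reads correspond to between 0.213 and 0.382 CPM (counts scaled to the library total), which is the lowest level taken as detectable and covers counting error only. HTSeq also recorded between 2794404 and 5253208 alignments per library as not unique and counted them on no gene. Reads shared by near-identical copies of a gene are therefore not in the counts. Whether the *ftl* genes lose reads in this way was not tested.

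Genes were kept by edgeR's filter on low counts, which left 18298 genes in kidney and 18584 in spleen. Library sizes were normalized by TMM, and the 12 libraries of a tissue were fitted together with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the tested genes. Besides the 4 pairwise comparisons of the groups, the interaction was tested, which is the log2 fold change of DKO_PHZ vs DKO minus that of WT_PHZ vs WT. The coefficient of variation between biological replicates was 0.252 in kidney and 0.487 in spleen. The mutated genes, *hrg1a* (slc48a1b, ENSDARG00000026109) and *hrg1b* (slc48a1a, ENSDARG00000026907), had reads in all 24 libraries. Normalized CPM of *hrg1a* in kidney ranged from 22.6 to 49.4 over the WT and WT_PHZ libraries and from 24.7 to 38.9 over the DKO and DKO_PHZ libraries, and in spleen from 23.8 to 210.1 and from 25.3 to 157. Those of *hrg1b* ranged from 4.73 to 10.3 and from 3.87 to 6.22 in kidney, and from 3.84 to 9.83 and from 0.445 to 12.0 in spleen. In untreated kidney the log2 fold change of DKO vs WT was 0.09 for *hrg1a* (standard error 0.11, adjusted p = 0.692) and -0.50 for *hrg1b* (standard error 0.24, adjusted p = 0.262, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and the libraries of the 2 groups overlapped. After PHZ, *hrg1a* in kidney was at 49.4, 43.3 and 43.6 normalized CPM in WT_PHZ and at 35.9, 38.9 and 38.3 in DKO_PHZ, without overlap, a log2 fold change of -0.27 (standard error 0.11, adjusted p = 0.150 from the same edgeR test).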

To determine whether heme and iron-dependent gene expression profiles were perturbed in *hrg1* mutant fish, we performed an RNA-seq on total RNA extracted from dissected kidneys and spleens of WT and *DKO* fish with or without PHZ-treatment. MA-plots of all 24,220 genes annotated in zebrafish genome GRCz10 [21] showed large numbers of differentially expressed genes in kidney and spleen when pairwise comparisons were performed between DKO and WT samples (**Fig 5A** and **S5A Fig**). 

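In kidney, 3613 of the tested genes were higher and 3034 lower in WT_PHZ vs WT at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2948 were higher and 2426 lower in DKO_PHZ vs DKO. Of these, 2437 genes rose and 1245 fell with PHZ in both genotypes. DKO vs WT gave 515 higher and 516 lower genes, and DKO_PHZ vs WT_PHZ gave 922 higher and 1038 lower genes. The comparisons with and without PHZ shared 277 higher and 226 lower genes. In spleen, 1282 genes were higher and 762 lower in WT_PHZ vs WT, and 3174 were higher and 1910 lower in DKO_PHZ vs DKO. DKO vs WT gave 14 higher and 13 lower genes in spleen, where 1286 genes had an unadjusted p-value under 0.05, and DKO_PHZ vs WT_PHZ gave 110 higher and 250 lower genes, where 5226 did. Between the tissues, 55 genes were higher and 65 lower in DKO_PHZ vs WT_PHZ in both.

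With DESeq2, DKO_PHZ vs WT_PHZ gave 2264 higher and 1181 lower genes in spleen and 1264 higher and 1245 lower genes in kidney. Without DKO_PHZ replicate 2, spleen gave 3128 higher and 1421 lower genes with edgeR, the most of 6 fits each without a replicate. Without WT_PHZ replicate 2 it gave 3 and 12, the fewest. The fit without DKO_PHZ replicate 2 keeps replicates 1 and 3. These held 15.8% and 1.6% of their counts in 238 genes chosen as high in replicate 1, against 0.0405% in replicate 2. With at least 10 counts in every sample spleen gave 2 and 1, and with the 2 groups only 0 and 1. The replicates of every group are numbered 1 to 3. Deviations from the group means correlated by -0.0264 on average between kidney libraries of different groups with the same number. The mean was 0.0135 between those with different numbers, and the spleen values were -0.0254 and 0.0139. Deviations cancel out over the replicates of a group, so the values for different numbers largely follow from the others. With the replicate number as a block, DKO_PHZ vs WT_PHZ gave 745 higher and 830 lower genes in kidney and 91 higher and 408 lower genes in spleen.

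The gene with the smallest p-value among those higher in DKO_PHZ vs WT_PHZ kidney was ENSDARG00000088689, at 67.6 ± 12.6 normalized CPM (SD, n = 3 pools) in DKO_PHZ and 0.590 ± 0.0939 (SD, n = 3) in WT_PHZ. Its log2 fold change was 6.81 (standard error 0.27, adjusted p = 1.11e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in untreated kidney it was 6.83 (standard error 0.28, adjusted p = 1.23e-07). ENSDARG00000079105 followed, with 238 ± 43.0 (SD, n = 3) against 42.5 ± 2.23 normalized CPM (SD, n = 3). Among the lower genes, ENSDARG00000060153 fell from 78.3 ± 7.35 normalized CPM (SD, n = 3) in WT_PHZ to 26.5 ± 1.34 (SD, n = 3) in DKO_PHZ, a log2 fold change of -1.56 (standard error 0.0965, adjusted p = 6.36e-06 from the same test by edgeR). ENSDARG00000011166 fell from 1703 ± 85.4 (SD, n = 3) to 505 ± 61.6 normalized CPM (SD, n = 3). Each of these 4 differences was larger than the spread between replicates, with no overlap between the 3 libraries of either group. The counts list these genes by Ensembl identifier without a symbol.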

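The count data list genes by Ensembl identifier, and symbols were taken from S1 and S2 Tables, which pair 112 identifiers with symbols. These cover 6 of 21 genes on a list of heme synthesis genes (28.6%), 4 of 18 symbols on a list of iron storage genes (22.2%) and 15 of 126 genes on a list of immune genes (11.9%). With so few members matched, a test of these sets is void, and none was made. In DKO_PHZ vs WT_PHZ kidney, 2 of the 6 heme synthesis genes were lower at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 iron storage symbols belong to 7 genes, of which 6 were lower, and 1 of the 15 immune genes was higher. Among the iron storage genes, *fth1b* (ENSDARG00000007975) stood at 13.8 ± 1.22 normalized CPM (SD, n = 3 pools) in WT_PHZ and 3.21 ± 1.01 (SD, n = 3) in DKO_PHZ, a log2 fold change of -2.10 (standard error 0.22, adjusted p = 0.000270, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was already lower in DKO than in WT without PHZ, with a log2 fold change of -0.86. The storage gene ENSDARG00000094210 was the one not called lower. It was at 691, 692 and 864 normalized CPM in the WT_PHZ libraries and at 284, 767 and 451 in the DKO_PHZ libraries, so the groups overlap.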

Gene ontology (GO) enrichment analysis between PHZ-treated versus untreated kidney samples revealed that genes related to porphyrin metabolism, heme metabolism, and intracellular sequestering of iron were significantly downregulated, and immune-related genes were upregulated in the DKO kidney after PHZ treatment (**Fig 5B and 5C**). 

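In kidney, *hmox1a* (ENSDARG00000027529), which encodes the heme-degrading enzyme, stood at 67.3, 79.6 and 69.1 normalized CPM in the 3 WT libraries and at 1507, 1546 and 1593 in the WT_PHZ libraries. It stood at 131, 107 and 62.3 in the DKO libraries and at 750.1, 971 and 908 in the DKO_PHZ libraries. PHZ raised it by a log2 fold change of 4.43 in WT (standard error 0.24, adjusted p = 2.45e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.13 in DKO (standard error 0.22, adjusted p = 3.52e-05 from the same edgeR test). The log2 fold change of DKO_PHZ vs WT_PHZ was -0.82 (standard error 0.21, adjusted p = 0.0261, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn it stayed between -0.90 and -0.72, and in 5 of these 6 fits its adjusted p-value was no longer under 0.05. The interaction was -1.30 (standard error 0.29), with an unadjusted p of 0.000825 and an adjusted p of 0.0927 over the tested genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 24 gene symbols legible in the network, 8 genes could be paired with an identifier. The network gene *steap3* (ENSDARG00000075641) was at 66.6 ± 1.62 normalized CPM (SD, n = 3 pools) in WT_PHZ and 24.1 ± 4.95 (SD, n = 3) in DKO_PHZ, a log2 fold change of -1.47 (standard error 0.16, adjusted p = 0.000480, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The network gene *cp* (ENSDARG00000010312) had a log2 fold change of -1.62 (standard error 0.75, adjusted p = 0.214 from the same edgeR test), although every DKO_PHZ library (20.7, 17.9 and 19.5 normalized CPM) lay below every WT_PHZ library (41.3, 83.4 and 54.5).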

Strikingly, enrichment analysis to identify connecting pathways and interactomes from the GO data identified *hmox1a* connecting the heme/porphyrin metabolism sub-network with iron homeostasis (**Fig 5D**). 

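None of the 60 genes on a list of hemostasis genes and none of the 106 on a list of cell division genes could be paired with an identifier through S1 and S2 Tables, so no test of either set was possible with the counts. The replicates of one group lay further apart in spleen than in kidney. Across genes, the correlation of log2 CPM between pairs of DKO_PHZ spleen libraries was 0.698 for replicates 1 and 2, 0.852 for replicates 1 and 3 and 0.909 for replicates 2 and 3, whereas it was 0.974, 0.976 and 0.969 for the same pairs in kidney. Genes are not independent replicates, and these values describe the libraries only. Of the genes with a symbol, *cp* was at 1267, 6389 and 3073 normalized CPM in the 3 WT_PHZ spleen libraries and at 168, 385 and 142 in the DKO_PHZ libraries. Its log2 fold change was -3.95 (standard error 0.82, adjusted p = 0.0401, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The hemopexin gene hpx_1 (ENSDARG00000051912) was at 319, 2449 and 1321 normalized CPM in WT_PHZ and at 81.8, 97.3 and 87.5 in DKO_PHZ, a log2 fold change of -3.94 (standard error 0.88, adjusted p = 0.0461 from the same edgeR test). In both cases every DKO_PHZ library lay below every WT_PHZ library, but neither gene passed the threshold in 4 of the 6 fits that each left out a replicate. The same held in 2 of the 6 other alternatives (10 counts in every sample, and the 2 groups only). Both genes had the same order in the WT_PHZ libraries as the share of counts in 77 genes high in kidney WT replicate 2 (4.65, 19.1 and 9.18%). That share was 0.993, 2.4 and 0.755% in the DKO_PHZ libraries. Unequal amounts of RNA of another tissue or cell type therefore cannot be excluded for either gene.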

On contrast to the kidney, GO analysis of the spleen data showed genes related to blood regulation and hemostasis were downregulated and cell-division genes were upregulated (**S5B and S5C Fig**).

**Fig 5:**
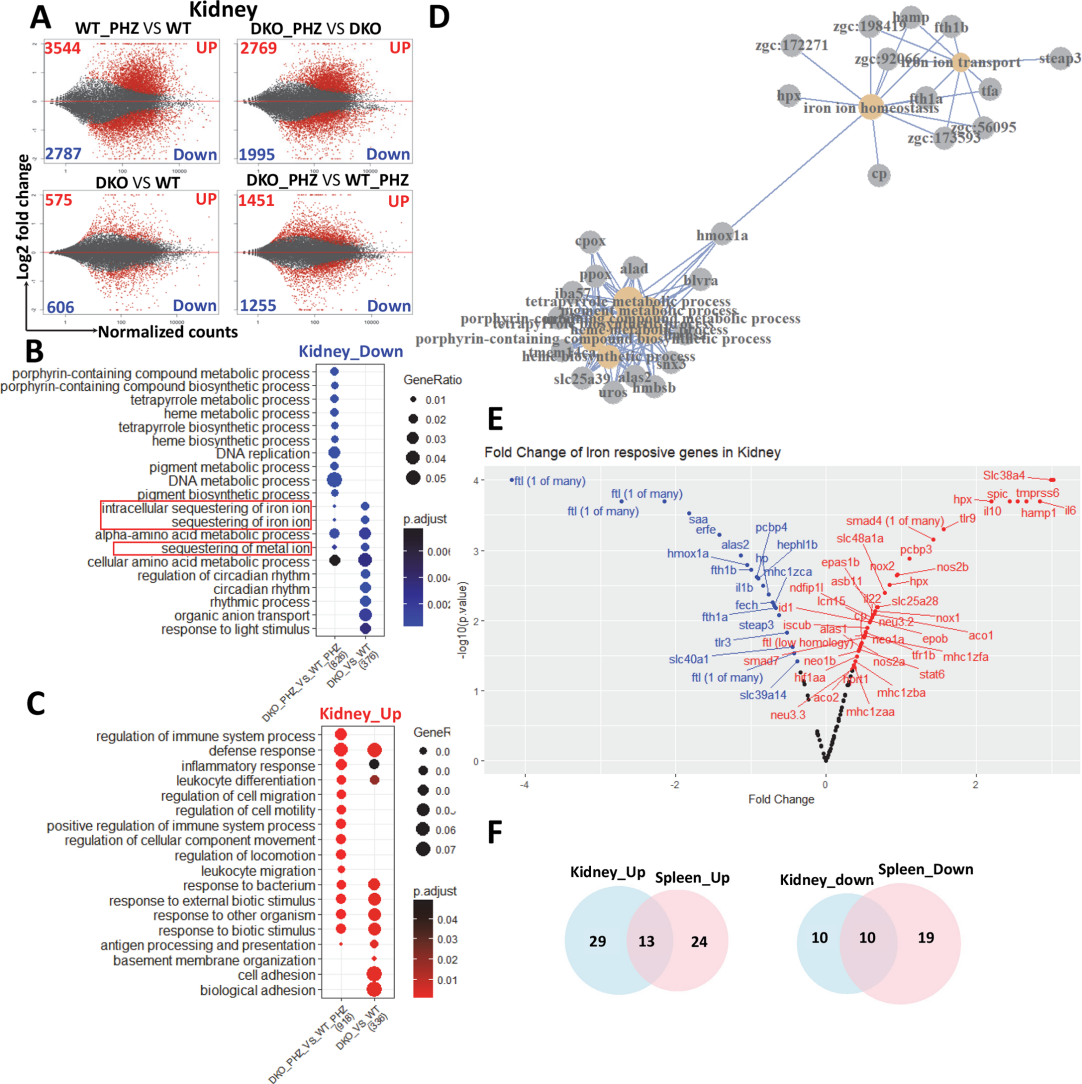
Genes related to heme-iron recycling are extensively perturbed in *hrg1* mutants. **(A)** MA plot of differentially expressed genes identified in kidney with pairwise comparison of WT_PHZ vs WT, DKO_PHZ vs DKO, DKO vs WT, DKO_PHZ vs WT_PHZ. Data represents individual gene expression alternation plotted as log_2_ fold-change versus baseMean normalized counts, with black and red dots representing non-significant and significant gene expression (p<0.05). Negative change representing the down-regulated genes and a positive change representing the up-regulated genes. **(B-C)** Enrichment analysis of GO biological processes related to differentially regulated genes in kidneys for comparison of DKO_PHZ vs WT_PHZ and DKO vs WT. Top 10 GO terms were shown together with common terms between PHZ and non-PHZ groups. The size of circles represents gene ratio to total annotated dataset, while p-values are indicated by color range (blue for down-regulated genes, and red for up-regulated genes). **(D)** Network association of GO biological processes and genes related to heme-iron metabolism which are down regulated in PHZ-treated DKO zebrafish comparing to PHZ-treated WT. **(E)** Fold Change of zebrafish homologues of iron-responsive gene between DKO and WT after PHZ treatment in kidneys. **(F)** Venn diagram showing numbers of common up- and down-regulated zebrafish homologues of iron-responsive gene between kidneys and spleens.

To classify iron metabolism genes in zebrafish, we compiled a list of 86 mammalian iron metabolism genes and performed BLAST homology to identify 124 potential orthologs in the zebrafish genome (**S1 and S2 Table**). 

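S1 Table lists 111 zebrafish genes for kidney and S2 Table lists 112 for spleen, each with its Ensembl identifier. All of them are among the counted genes. After the filter on low counts, 102 of the 111 genes were tested in kidney and 106 of the 112 in spleen, and the other 9 and 6 had too few reads for a test.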

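The fold changes in S1 Table compare the response to PHZ in DKO with that in WT, which corresponds to the interaction. By this measure 3 of the 102 tested genes were lower at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 18298 tested genes), namely *erfe*, *fth1a* and the *ftl* gene ENSDARG00000076221. At an unadjusted p-value under 0.05 there were 18. With the adjustment made over the list alone there were 8, and with the replicate number as a block, whose numbers did not pair the kidney libraries (mean correlation of same-numbered libraries -0.0264), there was 1. With each replicate left out in turn, between 1 and 5 genes were lower over the 12 fits. In the direct comparison of DKO_PHZ vs WT_PHZ, 15 genes of the list were lower at an adjusted p-value under 0.05 and 26 at an unadjusted p-value under 0.05. Of the 20 genes that S1 Table calls lower, 19 could be tested. Of these, 13 had a negative interaction with an unadjusted p-value under 0.05, and 11 were lower in DKO_PHZ vs WT_PHZ after adjustment. The 19 include 1 gene that was higher in DKO_PHZ than in WT_PHZ after adjustment.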

Further examination of these genes identified 20 genes that were significantly downregulated (*p<0*.*0001–0*.*038*) in the DKO kidneys after PHZ treatment (**Fig 5E**). These genes included ones involved in heme degradation (*hmox1a*), iron-storage and transport (*fth*, *ftl*, *slc40a1/fpn1*), heme synthesis (*alas2*, *fech*), and systemic iron regulation (*erfe*) (**Fig 5E**). By contrast, 42 genes involved in iron metabolism regulation (*hamp1*, *tmprss6*), macrophage differentiation (*spic*), and inflammation (*il6*, *il10*, *il22*) were upregulated (*p<0*.*0001–0*.*049*) (**Fig 5E**). 

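Of the 102 tested genes of the list, the *ftl* gene ENSDARG00000077360 had the largest fold change in DKO_PHZ vs WT_PHZ. It rose from 6.95 ± 2.22 normalized CPM (SD, n = 3 pools) in WT to 139 ± 30.8 (SD, n = 3) in WT_PHZ, and stayed at 0.946 ± 0.921 (SD, n = 3) in DKO and 0.890 ± 0.576 (SD, n = 3) in DKO_PHZ. Its log2 fold change in DKO_PHZ vs WT_PHZ was -7.26 (standard error 0.61, adjusted p = 0.000265, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No DKO or DKO_PHZ library had more than 19 reads of it. Without PHZ it was already lower in DKO than in WT (log2 fold change -2.84, adjusted p = 0.0302 from the same edgeR test). Its interaction of -4.42 did not pass the threshold (standard error 0.97, adjusted p = 0.103 from the same edgeR test). ENSDARG00000076221 reached 1261 ± 45.4 (SD, n = 3) in WT_PHZ and 86.4 ± 30.1 (SD, n = 3) in DKO_PHZ, a log2 fold change of -3.87. The other *ftl* genes ENSDARG00000073936 and ENSDARG00000031776 had -2.76 and -0.66. *fth1a* (ENSDARG00000015551) did not respond to PHZ in WT (log2 fold change -0.13, adjusted p = 0.374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and fell by 1.06 on the log2 scale in DKO, to 1421 ± 198 normalized CPM (SD, n = 3). Its interaction was -0.93 (standard error 0.16, adjusted p = 0.0267, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *fth1a* interaction missed the threshold in 8 of 12 fits that each left out a replicate and in 1 of 5 other alternatives. The interaction of ENSDARG00000076221, -2.39, missed it in 10 of 12 and in 2 of 5.

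*erfe* (ENSDARG00000055498) rose with PHZ in WT, from 30.2 ± 1.53 (SD, n = 3) to 88.1 ± 4.02 normalized CPM (SD, n = 3), and not in DKO, where it was 44.6 ± 3.33 (SD, n = 3) and 40.7 ± 11.6 (SD, n = 3). Its interaction of -1.67 had the smallest p-value of the list (standard error 0.22, adjusted p = 0.00590, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was -1.70 with the replicate number as a block. *alas2* (ENSDARG00000038643) had a log2 fold change with PHZ of -0.56 in WT (adjusted p = 0.0585, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.95 in DKO (adjusted p = 0.000182 from the same edgeR test). It stood at 656 ± 5.45 (SD, n = 3) in WT_PHZ and 329.7 ± 137 normalized CPM (SD, n = 3) in DKO_PHZ. Its DKO_PHZ vs WT_PHZ log2 fold change was -0.99 (standard error 0.21, adjusted p = 0.0129, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

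*fech* (ENSDARG00000003462) rose with PHZ in both genotypes, and its DKO_PHZ vs WT_PHZ log2 fold change of -0.43 did not pass the test (adjusted p = 0.247, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), nor did its interaction of -0.95 (standard error 0.33, adjusted p = 0.251 from the same edgeR test). *slc40a1* (ENSDARG00000000241) stood at 89.4 ± 18.8 (SD, n = 3) in WT_PHZ and 95.2 ± 16.6 normalized CPM (SD, n = 3) in DKO_PHZ, a difference smaller than the spread between replicates, and its sign changed in 2 of the 6 fits that each left out a replicate (log2 fold change -0.07 without WT_PHZ replicate 3). The interaction of *slc40a1* was -0.70, since it was higher in DKO than in WT before treatment (log2 fold change 0.79) and fell with PHZ in DKO.

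**Figure D1:**
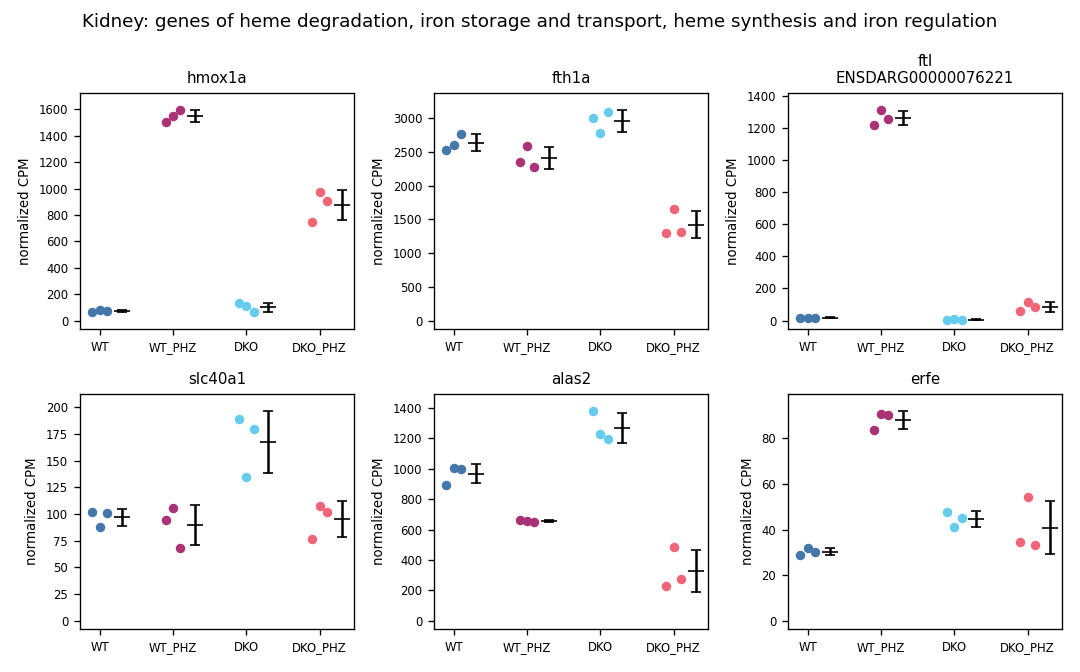
Normalized CPM of *hmox1a*, *fth1a*, the *ftl* gene ENSDARG00000076221, *slc40a1*, *alas2* and *erfe* in kidney. Each point is 1 library of WT, WT_PHZ, DKO or DKO_PHZ, and the bar beside the points is the mean with the SD of the 3 libraries; for *hmox1a*, *fth1a*, *ftl*, *alas2* and *erfe* the DKO_PHZ libraries lie below the WT_PHZ libraries, and for *slc40a1* they overlap.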

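By the interaction, none of the 102 tested genes of the list was higher in kidney at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 were at an unadjusted p-value under 0.05. In DKO_PHZ vs WT_PHZ, 5 genes of the list were higher after adjustment, none of them a gene named for this group, and 10 before adjustment. Of the 42 genes that S1 Table calls higher, 36 could be tested. Of these, 4 were higher in DKO_PHZ vs WT_PHZ after adjustment, and 15 had a lower level in DKO_PHZ than in WT_PHZ.

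Most of the named genes had few reads in kidney. *tmprss6* (ENSDARG00000102260) had 67 reads over the 12 libraries, 33 of them in replicate 2 of WT. *il6* (ENSDARG00000102318) had 41 reads, *spic* (ENSDARG00000012435) had 12 and *il22* (ENSDARG00000045673) had 7, and these 4 genes were below the filter on low counts. *spic* had no read in the WT_PHZ libraries and 1, 1 and 0 reads in the DKO_PHZ libraries, so a difference was not detectable at this depth. *il10* (ENSDARG00000078147) had 0, 1 and 4 reads in WT_PHZ and 14, 6 and 10 in DKO_PHZ. Its log2 fold change was 2.48 (standard error 0.77, adjusted p = 0.0607, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in DKO_PHZ vs WT_PHZ, and every DKO_PHZ library had more reads than every WT_PHZ library.

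*hamp1* (ENSDARG00000102175) had 4, 41 and 4 reads in the WT libraries, 28, 71 and 89 in WT_PHZ, 0, 1 and 1 in DKO and 18, 13 and 21 in DKO_PHZ. It rose with PHZ by a log2 fold change of 2.03 in WT and 4.25 in DKO, an interaction of 2.22 (standard error 1.38, adjusted p = 0.527, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without WT replicate 2 the interaction was 0.42. After PHZ its level in DKO was below that in WT, with a log2 fold change of -1.87 in DKO_PHZ vs WT_PHZ (standard error 0.72, adjusted p = 0.120 from the same edgeR test).

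**Figure D2:**
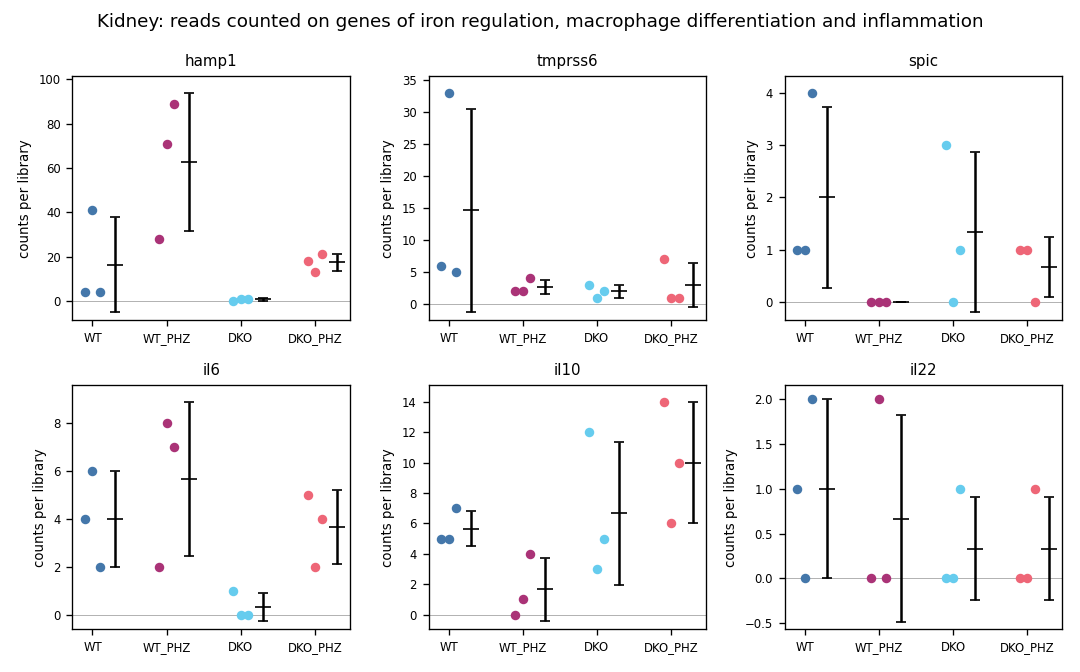
Reads counted per kidney library on *hamp1*, *tmprss6*, *spic*, *il6*, *il10* and *il22*. Each point is 1 library of WT, WT_PHZ, DKO or DKO_PHZ, and the bar beside the points is the mean with the SD of the 3 libraries, which can extend below 0; replicate 2 of WT holds 41 reads of *hamp1* and 33 of *tmprss6*, more than the other WT libraries.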

Comparison of the iron and heme metabolism genes from the kidney and spleen revealed 10 downregulated and 13 upregulated genes that were common to both datasets (**Fig 5F, S5C and S5D Fig**). These results demonstrate that *hrg1* deficiency causes significant alterations in gene expression of heme and iron metabolism pathways in zebrafish.

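In spleen, none of the 106 tested genes of the list passed an adjusted p-value of 0.05 for the interaction in either direction (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 15 were lower and 6 higher at an unadjusted p-value under 0.05. No gene was therefore common to both tissues after adjustment. The spleen interaction test found 0 of 200 changed genes in simulated counts with the spread of the spleen libraries. The lack of common genes after adjustment therefore cannot show that there are none. At an unadjusted p-value under 0.05, 5 genes were lower and 1 was higher in both. With DESeq2, 6 genes of the list were lower by the interaction in spleen, and 2 of these were lower in both tissues. In spleen DKO_PHZ vs WT_PHZ, 3 genes of the list were lower and 0 higher after adjustment, and 26 were lower and 6 higher before it. The *ftl* gene ENSDARG00000077360 was lower in both tissues. In spleen it stood at 168 ± 42.9 normalized CPM (SD, n = 3 pools) in WT_PHZ and 0.925 ± 0.457 (SD, n = 3) in DKO_PHZ, a log2 fold change of -7.48 (standard error 0.49, adjusted p = 9.43e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *hmox1a* in spleen was at 2160, 2216 and 2501 normalized CPM in the WT_PHZ libraries and at 195, 1349 and 765 in the DKO_PHZ libraries, and its log2 fold change of -1.57 (standard error 0.53, adjusted p = 0.0916 from the same edgeR test) was not past the threshold.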

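Over all tested kidney genes, the interaction of genotype and PHZ was positive for 38 genes and negative for 52 at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2408 genes had an unadjusted p-value under 0.05. With the replicate number as a block (mean correlation of same-numbered kidney libraries -0.0264) these counts were 23 and 19, and with DESeq2 they were 174 and 220. In spleen 2 genes had a positive interaction and 0 a negative one, and 3510 genes had an unadjusted p-value under 0.05. The spleen counts were 1012 and 311 with DESeq2, and 1579 and 328 with edgeR without DKO_PHZ replicate 2. From the genes of the iron list that it reports as lower or higher in DKO kidney and spleen after PHZ, the paper concludes that loss of *hrg1* alters the expression of heme and iron metabolism pathways.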

## Discussion

In this study, we demonstrate the *in vivo* function of Hrg1 in a vertebrate model system. We show that the zebrafish kidney is the primary organ for heme-iron recycling during EP and that zebrafish Hrg1a and Hrg1b are heme transporters that are expressed and upregulated in kidney macrophages after PHZ-induced hemolysis. In agreement with this finding, genetic ablation of *hrg1* results in aberrant heme-iron metabolism at the histological and transcriptomic level.

In mammals, the spleen and liver are major organs for heme-iron recycling. In zebrafish, the kidney is the organ where adult hematopoiesis occurs, comparable to the bone marrow in mammals. However, a role in RBC turnover has not been ascribed to the zebrafish kidney. It has been postulated that the zebrafish spleen is the major organ for EP, despite a lack of direct experimental evidence [15, 16]. This rationale is supported by the observation that the majority of the zebrafish spleen is a reservoir of RBCs, with identifiable lymphatic or myeloid cells plus red and white pulps that are comparable to mammals [15, 16]. However, our studies show that the zebrafish kidney is the major site for EP after hemolysis. Indeed, iron staining reveals active heme-iron recycling in the zebrafish kidney, but not the spleen and liver even though expression of *hmox1a*, which encodes for the heme degrading enzyme, is upregulated in all three tissues [22].

We have previously used pre-mRNA splice-blocking morpholinos, which targeted the boundaries of *hrg1a* intron 2 and exon 3 (*hrg1a_I2E3_MO2*) and exon 2 and intron 2 (*hrg1a_E2I2_MO1*). Both morpholinos resulted in anemic embryos which could be partially rescued with expression of *hrg1*. Short sequence BLAST searches showed that the morpholino is specific to its targeting site with low off-target sequences in the zebrafish genome. How is it possible for the *hrg1a* morphants to show anemia while germline CRISPR mutants do not? It is possible that compensatory pathways can buffer against deleterious mutations, an effect typically not observed in transient morpholino knockdowns. Indeed, Rossi et al showed that *egfl7* mutants do not show any obvious phenotypes compared to morphants because Emilin2 and Emilin3 can compensate for loss of Egfl7 [23]. Another study showed that *tmem88a*^-/-^ mutant embryos partially recapitulated but had a much milder phenotype compared to *tmem88a* morphants [24]. One way to recapitulate the morphant phenotype would be to delete the morpholino target site by removing intron 2. Although we attempted to delete the entire *hrg1a and hrg1b* locus using two CRISPR guide RNAs, only F_0_ chimeras were recovered with no germline transmission in the F_1_ progeny even after screening large numbers (>300) of F_1_ embryos. We speculate that the *hrg1a* locus may harbor genetic elements which might be essential for embryonic development.

In humans, heme-iron recycling from senescent RBCs contributes to more than 90% of daily iron requirement, while dietary iron accounts for the remaining 10% [2, 3]. In zebrafish, the individual contribution of iron/heme absorption versus recycling is poorly understood. The zebrafish is typically fed a diet of brine shrimp and dry food extracts every day that is likely to be iron-loaded, together with iron absorbed from surrounding water. While regulation of iron absorption by the Fpn1-Hamp1 axis is well-documented in mice, it is noteworthy that zebrafish can absorb iron by an alternate pathway via their gills [25]. Indeed, we measured *hamp1* and *fpn1* mRNA by qRT-PCR in isolated livers from zebrafish. Our results show that *hamp1* levels are significantly elevated in the presence of PHZ but is equivalent in both, WT and DKO fish (**S6 Fig**). The upregulation of *hamp1* in response to PHZ is consistent with published studies in zebrafish embryos [26]. However, changes in *fpn1* expression is statistically not significant even though there is a trend of lower *fpn1* levels in DKO fish exposed to PHZ. Whether the Fpn1-Hamp1 axis regulates iron absorption from the gills is currently unknown. Therefore, one possible explanation for why the *hrg1* mutants lack overt erythropoietic phenotypes could be because zebrafish can obtain sufficient amounts of iron from dietary absorption or from the water [27].

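In kidney, 1 of the 15 immune genes matched through S1 and S2 Tables was higher in DKO_PHZ vs WT_PHZ after adjustment. The inflammation genes that the paper names, and *spic*, were also measured in spleen. *il10* was at 4.30, 1.98 and 1.81 normalized CPM in the WT_PHZ spleen libraries and at 0.534, 1.46 and 3.43 in the DKO_PHZ libraries, a log2 fold change of -0.57 (standard error 0.59, adjusted p = 0.556, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *il6* was at 3.76, 3.60 and 5.06 normalized CPM in WT_PHZ and at 1.07, 8.29 and 6.61 in DKO_PHZ, a log2 fold change of 0.36 (standard error 0.64, adjusted p = 0.748 from the same edgeR test), and it was -0.10 without DKO_PHZ replicate 2. Neither difference was larger than the spread between replicates. *spic* had 60 reads and *il22* had 12 over the 12 spleen libraries, too few for a test.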

Our RNA-seq results indicate that not only genes involved in heme-iron metabolism, but also immune-related genes are differentially expressed in PHZ-treated DKO zebrafish. One top hit of upregulated genes in DKO mutants is an unannotated gene named *si*:*ch211-201o1*.*1*, which is an NLRP3 homolog in zebrafish. It has been reported that an increase in extracellular heme activates NLRP3 expression, triggering inflammasome activation [28]. One possible explanation for this upregulation would be that the heme accumulating in the kidney macrophages in the absence of Hrg1 triggers an inflammatory response. It will be interesting to determine the immune response of Hrg1 mutant fish in the presence of pathogens and inflammatory agents that causes hemolysis.

Little is understood about red cell recycling and turnover in the adult zebrafish as the vast majority of studies related to red cell development and heme and iron metabolism have been confined to embryos. One major advantage of the zebrafish over other vertebrate models is the *ex utero* transparency of early-stage embryos which are easier to genetically and chemically manipulate. It is therefore noteworthy that *hrg1a* and *hrg1b* mRNA are both expressed in the one-cell embryo raising the possibility that Hrg1 and heme may play a hitherto underappreciated role in early embryonic development. Although there are no obvious phenotypes in the *DKO* mutant embryos, it is possible that these embryos may be more sensitive to maternal iron deficiency or disruption in heme biosynthesis. Here, generating transgenic zebrafish expressing genetically-encoded heme sensors/reporters [29, 30] or label-free imaging [31] to directly visualize heme trafficking at the maternal-embryonic interface in the transparent embryo, and within the hematopoietic organs during heme recycling in the adult fish will significantly influence our understanding of the role of heme and iron in vertebrate red cell development.

## Materials and methods

### Zebrafish husbandry and genotyping

All zebrafish procedures were approved by University of Maryland College Park Animal Care and Use Committee (#R-NOV-17-52). The Zebrafish Tü strain was used as wild-type. The light providing cycle was maintained at 10 hr light off and 14 hr light on. Embryos were kept in embryo medium prepared following *The zebrafish book* (4th). To keep embryos transparent in early developmental stages, 0.003% PTU was added around 18-24hpf.

For genotyping of adult zebrafish, a small piece of tail was clipped and placed in 50μl 50mM NaOH at 95°C for 30min. For genotyping of embryos, either whole embryos or a small piece of tail was dissolved in 10μl 50mM NaOH at 95°C for 30 min [32]. The lysates were neutralized by adding 1/10 volume of 1M Tris-HCl pH 8.0 and 1 μl of crude lysate was used for PCR genotyping. The PCR fragment of *hrg1a*^*iq261*^ and *hrg1b*^*iq361*^ alleles were genotyped with the following primers: for *hrg1a*, forward: 5’- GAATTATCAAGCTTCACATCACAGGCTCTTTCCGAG -3’, reverse: 5’- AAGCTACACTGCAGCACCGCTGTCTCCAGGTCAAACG -3’; for *hrg1b*, forward: 5’- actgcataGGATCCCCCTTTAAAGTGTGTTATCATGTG -3’, reverse: 5’- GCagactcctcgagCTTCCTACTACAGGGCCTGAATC -3’.

### PHZ treatment

For PHZ treatment in adult fish, 2.5 μg/ml PHZ was prepared in system fish water. Adult fish was placed in fish water with PHZ for 25 min at 28°C. PHZ was then rinsed off with fresh fish water.

### Histological section

Adult zebrafish (8–12 months old) were anesthetized with 0.02% tricaine (MS-222, Western Chemical Inc.) in fish water. Adult fish were first fixed by 10% Neutral buffered formalin (NBF) after slitting along the ventral abdominal wall to allow the fixative to immerse the gastrointestinal organs. The volume of fixative was at least 10 times of fish volume. The fixed fish were either processed as whole-mount paraffin embedded sections or frozen sections embedded in OCT after dissecting the kidneys, spleens and livers.

### Iron staining

Perl’s Prussian blue stain was performed to detect ferric iron zebrafish sections [33]. To perform DAB-enhanced staining, endogenous peroxidase activity was quenched by incubating embryos in 0.3% H_2_O_2_ (in methanol) for 20 min at RT. Following 3 times rinse in PBS, sections were incubated in DAB substrate kit (Pierce, Thermo Fisher) for 15 min. Ferric ferrocyanide catalyzes oxidation of DAB, producing a reddish-brown color.

### Whole-amount in situ hybridization

Whole amount in situ hybridization (WISH) was performed following standard protocol as described [34]. To generate probes for *hrg1a* and *hrg1b*, 3’UTR regions were amplified using following primers: *hrg1a* probe: forward, 5’- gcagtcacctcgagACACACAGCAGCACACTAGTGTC -3’, reverse, 5’- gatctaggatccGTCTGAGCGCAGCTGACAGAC -3’; *hrg1b* probe: forward, 5’- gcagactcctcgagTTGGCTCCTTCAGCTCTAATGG -3’, reverse, 5’- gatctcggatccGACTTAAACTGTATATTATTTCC -3’. The amplified fragments were cloned to pCS2+ vector with BamH1 and Xho1 digestion. Probes were synthesized by using DIG RNA Labeling Kit (SP6/T7) (Roche).

### Zebrafish tissue dissection

Dissection of various adult zebrafish tissue was performed as previously described [35]. For qRT-PCR experiments, dissected tissue was immediately placed in TRIzol and flash-frozen.

### Generation of zebrafish mutants by CRISPR/cas9 genome editing

The CRISPR gRNA was designed using Optimized CRISPR Design (http://crispr.mit.edu/). The gRNA target sequences for *hrg1a* (NM_200006.1) and *hrg1b* (NM_001002424.2) are listed: *hrg1a* exon 2: GGTGGATCTGACGACAGGAA TGG; *hrg1b* exon 3: GGCGGTAGCGGTAGGAGTAC AGG. The gRNA constructs were cloned using pT7-gRNA as backbone [36]. pCS2-Cas9 was used to produce Cas9 capped mRNA by *in vitro* transcription. Approximately ~300ng Cas9 mRNA and ~100ng gRNA were co-injected to embryos at 1-cell stage. Injected embryos were raised to adulthood as F0 chimeric founders. The founders were subjected to tail-clip genotyping to confirm indels at target sites. The positive chimeric founders were them crossed to WT zebrafish. The F1 embryos with indels at target sites were raised as stable mutant lines.

### RT-PCR

One microgram of total RNA was used for reverse transcription by iScript cDNA synthesis kit (Bio-Rad). The reaction without reverse transcriptase was used for a negative control. cDNA was diluted 2–5 times for following PCR reaction.qRT-PCR was performed with SsoAdvanced Universal SYBR Green Supermix (Bio-Rad). Each reaction was triplicated to avoid possible random variations.

### *O-*dianisidine staining

*O-*dianisidine staining was performed to detect hemoglobin in RBCs of whole embryos or histological sections as previously described [37]. Heme catalyzes oxidation of *o-*dianisidine in the presence of H_2_O_2_, producing a dark brown color in hemoglobin-positive cells. Briefly, collected embryos or sections were placed in 1 ml staining solution (0.06 (w/v) *O-*dianisidine, 25% Ethanol, 10mM Sodium Acetate and 0.02% H_2_O_2_) for 20 min in dark conditions. Staining was stopped by rinsing with 70% ethanol.

### FACS cell sorting for cell quantification

FACS analysis was performed as described [38]. Embryos from globinLCR: GFP transgenic background were pooled. The cells were disaggregated and then sequentially filtered through 70 μm and 33 μm cell strainers. The percentage of GFP-positive cells in transgenic embryos was analyzed by FACSCantos II machine (BD Biosciences).

### Membrane fractionation

Dechlorinated zebrafish embryos or dissected adult tissues were disrupted using a Dounce Homogenizer in appropriate volume of homogenization buffer (10mM Tris-HCl, mM EDTA, 1mM PMSF, 1X protease inhibitor cocktail (Roche)). The homogenized solution was then centrifuged at 800 g at 4°C for 5 min. The supernatant was ultra-centrifuged at 100, 000 g at 4°C for 90 min. The supernatant is the cytosolic fractionation and the pellet was treated as crude membrane fraction. The pellet was collected and dissolved in lysis buffer (2% Triton-X100, 150mM NaCl, 50mM Tris-HCl, 20mM HEPES, 1mM PMSF, 1mM EDTA, 1X protease inhibitor cocktail). The membrane lysate was used Western blot experiments.

### Immunoblotting

Polyclonal HRG1 antibody serum was generated in rabbit using the C-terminal 17 amino acid peptide sequence (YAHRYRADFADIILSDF) of human Hrg1 as antigen (Epitomics, Inc.). Since the C-terminal 17 amino acid sequence of human Hrg1 has high homology to zebrafish Hrg1a and Hrg1b (15/17), it cross-reacts with both Hrg1a and Hrg1b.

For western blot analysis of Hrg1 protein in zebrafish, total protein concentration in membrane fractionation lysate was measured using the Pierce BCA assay kit (Thermo Scientific). Equal amount of total protein was mixed with Laemmli sample buffer and were separated on 12% SDS-PAGE and transferred to a 45 μM nitrocellulose membrane with semi-dry transfer apparatus (Bio-Rad). The affinity purified Hrg1 antibody was used at a concentration of 1:1000, goat anti-rabbit HRP-conjugated secondary was used at 1: 30,000, and blots were developed in SuperWest Femto Chemiluminescent Substrate (Thermo Scientific).

### Collection of red blood cells

Embryos were anesthetized in of 0.02% tricaine in embryos medium, 1% bovine serum albumin (BSA) in calcium- and magnesium-free PBS. The tails of approximately 30 embryos were cut with surgical scissors to allow red blood cells (RBCs) to flow into the tricaine solution. The tricaine solution containing RBCs was loaded into Shandon EZ Single Cytofunnels (Thermal scientific) and concentrated onto a slide (Thermal scientific) by centrifugation at 450 rpm for 3 mins using a Shandon Cytospin 4 cytocentrifuge (Thermal scientific) according to the manufactory’s instructions. Slides were air-dried prior to May-Grunwald Giemsa staining.

### May-Grünwald giemsa staining

May-Grünwald staining solution (May-Grünwald solution (MG500, sigma-aldrich): methanol = 1:3) was gently added onto slides, incubated 5 min at RT and the stain rinsed off with distilled water. Subsequently, the slides were incubated with 1 ml Giemsa staining solution (Giemsa Stain (GS500, Sigma-Aldrich): water = 1:20) for 15 to 30 mins. The Giemsa staining solution was then washed off with distilled water and slides were air-dried before examining under microscope.

### Yeast growth essay and western blotting

The *S*. *cerevisiae* strain W303 containing the *hem1Δ* mutation has been described previously [39, 40]. The mutant yeast cells were maintained at 30°C in yeast peptone dextrose (YPD) media supplemented with 250 μM δ-aminolevulinic acid (ALA) (Frontier Scientific). To generate yeast expression plasmids, the zebrafish *hrg1a* and *hrg1b* ORFs were cloned with primers containing BamHI and XbaI restriction sites into the pYES-DEST52 vector (Invitrogen). The mutant alleles of *hrg1a* and *hrg1b* were amplified with primers containing BamH1 and XbaI sites (with and without a C-terminal HA tag), and cloned into pYES-DEST52.

The dilution spot assays were performed as described previously [39, 40]. Plasmids containing potential heme transporters were transformed into *hem1Δ* yeast using the lithium method [41]. To assay aerobic growth exclusively, yeast was induced with 2% galactose in the of ALA, and then spotted onto plates containing indicated heme or ALA concentrations as well as 2% glycerol and 2% lactate as a carbon source. The western blotting experiments were performed as previously reported [19].

### RNA-seq and data analysis

The kidneys from 5–6 month old adult zebrafish (Tü, *DKO*, non-PHZ and PHZ-treated) were dissected and flash-frozen in TRIzol before RNA extraction (To minimize variations from individual fish, tissues from three adult zebrafish were pooled for each of the three biological replicates. 3 fish as a cohort, 3 cohorts per genotype). Total RNA was extracted following TRIzol manual (Invitrogen). The extracted RNA was digested with RNase free-DNase to remove remaining genomic DNA and cleaned up using Qiagen RNA mini column (Qiagen, Germany). Quality and quantity of total RNA were checked by Agilent Bioanalyzer 2100. One microgram of total kidney RNA and 100 ng of total spleen RNA were used for RNA-seq library construction. Purified mRNA was prepared from total RNA following the manufactory’s manual of NEBNext Poly-A) mRNA Magnetic Isolation Module (E7490S, New England Biolabs). RNA-seq libraries was constructed with NEBNext Ultra RNA Library Prep Kit for Illumina (E7530L, New England Biolabs). The RNA-seq libraries and fragment size was roughly qualified by Agilent Bioanalyzer 2100. RNA-seq libraries were quantified using NEBNext Library Quant Kit for Illumina (E7630S, New England Biolabs).

RNA-seq was performed using Illumina’s HiSeq-2500. Total of 24 samples with single-end 50 base reads were sequenced, with triplicate libraries of spleens and kidneys. Bioinformatics quality control was done using FastQC, version 0.11.5. The reads were aligned to zebrafish GRCz10reference genome using STAR, version 2.5.2b. The numbers of reads mapped to genes were counted using HTSEQ, version 0.6.1p1. Finally, differentially expressed genes were identified via DESeq2, version 1.12.3 with the cutoff of 0.05 on False Discovery Rate (FDR). R version 3.3.2 (2016-10-31) was used, and Bioconductor version 3.4 with BioInstaller version 1.24.0 were used. For gene annotation, we used Ensembl GRCz10, release 87. False Discovery Rate (FDR) by Benjamini-Hochberg was used to determine the statistical significance with the cutoff value of 0.05. GO enrichment and network analysis were performed using R package clusterProfiler [42]. All the sequencing data including read counts per gene were deposited to GEO with the accession number of GSE109978.

## Supporting information

S1 Fig Expression of *hrg1a* and *hrg1b* in embryonic and adult zebrafish. **(A-B)** WISH of *hrg1a* and *hrg1b* expression in embryos at different stages. Anterior is to the left. Anti-sense probe is used to detect mRNA expression; sense probe is shown to indicate background staining. Scale bar: 200μm. **(C-D)** qRT-PCR on *hrg1a* and *hrg1b* in dissected adult zebrafish tissues from male and female. 3 male or female fish were dissected as one cohort, each gender had 3 cohorts as biological replicates. Expression level was normalized to *ef1α*.
(TIF) Click here for additional data file.

S2 Fig *DKO* double knockout mutants can survive to adulthood without overt hematological phenotypes. **(A)** Schematic structure of *hrg1a* and *hrg1b* mutant alleles with genomic sequences at the CRISPR/Cas9 targeting sites. For *hrg1a*, the targeting site is on exon 2, mutant allele *hrg1a*^*iq261*^ carries a mutation with 61nt deletion and 7nt (TGGATCT) insertion, causing the deletion of the ATG (red font) translation start site. For Hrg1b, the targeting sequencing is on exon 3, mutant allele *hrg1b*^*i361*^ has a 61nt deletion. Targeting sequences are showing as underscored characters. PAMs (Protospacer adjacent motif) are showing as *italic f*ont. **(B)** Western blot showing mutant forms of Hrg1a and Hrg1b are expressed in yeast. Hrg1a^iq261^ is generated by using downstream alternative ATG translation start site, with deletion of 38aa at N-terminus. Epitope-tagged Hrg1b^iq361^ was used for yeast growth assay, and HA western blot showed both WT *hrg1b* and *hrg1b*^*iq361*^ were expressed in yeast. However, expression level of Hrg1b^iq361^-HA was low. **(C)** Genotyping of *hrg1a*^*iq261/iq261*^*; hrg1b* ^*iq361/iq361*^, and *DKO*. *Hrg1a*^*iq261/iq261*^ has an indel of -61nt, +7nt in exon 2 and *hrg1b* ^*iq361/iq361*^ carries -61nt deletion in exon 3, causing small-sized PCR products. **(D)** Genotyping of progenies from intercross of *hrg1a*^*+/iq261*^*; hrg1b*^*+/iq361*^ at the stage of 3dpf with expected Mendelian ratio. No significant difference (Chi-square test, p>0.05). **(E)** Representative FACS plot to show percentages of GFP^+^ cells in globinLCR-GFP embryos. **(F)** *O-*dianisidine staining showing hemoglobinization of isolated RBCs from 3dpf embryos peripheral blood. **(G)** *O-*dianisidine staining showing hemoglobinization of isolated RBCs from adult peripheral blood.
(TIF) Click here for additional data file.

S3 Fig GFP IHC for zebrafish sections. **(A)** GFP IHC of liver sections from adult transgenic zebrafish *gata1*:*gfp* and *mpeg1*:*gfp* with control (non-PHZ) and 1 day post PHZ-treatment. **(B)** GFP IHC of kidney and liver sections from Tü WT zebrafish with control (non-PHZ) and 1 day post PHZ-treatment.
(TIF) Click here for additional data file.

S4 Fig *hrg1* DKO zebrafish undergoes normal erythrophagocytosis with defects in heme-iron recycling. **(A)** Perl’s Prussian blue iron staining of kidney sections from Tü and *hrg1* DKO zebrafish with control (non-PHZ), 1 day, 2 days and 3 days post PHZ-treatment. Yellow arrows: macrophages. **(B)** DAB-enhanced perl’s iron staining of spleen sections from Tü and *hrg1* DKO zebrafish with control (non-PHZ), 1 day, 2 days and 3 days post PHZ-treatment. **(C)** IHC staining of Hrg1 proteins in kidney, spleen and liver of adult *hrg1* DKO zebrafish sections. **(D)** H&E staining of kidney, spleen and liver sections from *hrg1* DKO zebrafish with control (non-PHZ) and 1-day post PHZ-treatment. Scale bar: 20μm.
(TIF) Click here for additional data file.

S5 Fig Whole transcriptome analysis of differentially expressed genes in *hrg1* DKO mutants. **(A)** MA plot of differentially expressed genes identified in spleens with pairwise comparison of WT_PHZ vs WT, DKO_PHZ vs DKO, DKO vs WT, DKO_PHZ vs WT_PHZ. Data represents individual gene expression alternation plotted as log_2_ fold-change versus baseMean normalized counts, with black and red dots representing non-significant and significant gene expression (p<0.05). Negative change representing the down-regulated genes and a positive change representing the up-regulated genes. **(B-C)** Enrichment analysis of GO biological processes related to significantly down- and up-regulated genes in spleens for comparison of DKO_PHZ vs WT_PHZ and DKO vs WT. **(D)** Fold Change of zebrafish homologues of iron-responsive gene between DKO and WT after PHZ treatment in spleens.
(TIF) Click here for additional data file.

S6 Fig Expression of *fpn1* and *hamp1* in the liver of WT and DKO adult zebrafish. **(A)** qRT-PCR of *fpn1* mRNA expression in the liver from control (non-PHZ) and PHZ treated adult zebrafish at one-day post treatment. **(B)** qRT-PCR of *hamp1* mRNA expression in the liver from control (non-PHZ) and PHZ treated adult zebrafish at one-day post treatment. **** p < 0.0001.
(TIF) Click here for additional data file.

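S1 Table gives for each gene the fold change with PHZ in WT and in DKO, each with an SEM and n = 3, the log2 of the ratio of the DKO fold change to the WT fold change, a p-value and whether the gene is called significant. In every gene of the table, the paper's SEM is 6.07% of the fold change in WT and 6.13% of the fold change in DKO. A fixed percentage cannot be the spread between the replicates of each gene. The paper's log2 ratios correlate with the interaction log2 fold changes from the counts by a Pearson r of 0.9997 (Spearman rho 0.9999) across the 102 tested genes, which are not independent replicates. The median absolute difference between them is 0.253 on the log2 scale, and 0.219 with DESeq2. The smallest absolute log2 ratio that the table calls significant is 0.352. The largest that it does not call significant is 0.346, so its calls follow the size of the ratio.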

S1 Table Fold changes of iron-responsive genes in the zebrafish kidney. (XLSX) Click here for additional data file.

S2 Table Fold changes of iron-responsive genes in the zebrafish spleen. 

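The columns of S2 Table are those of S1 Table, for spleen. The paper's SEM is 11.5% of the fold change in WT and 8.12% of the fold change in DKO in every gene. As in S1 Table, it cannot be the spread between the replicates of each gene. Across the 106 genes tested in spleen, which are not independent replicates, the paper's log2 ratios have a Pearson r of 0.9997 and a Spearman rho of 0.9994 with the interaction log2 fold changes from the counts. The median absolute difference is 0.488 on the log2 scale. In S2 Table the smallest absolute log2 ratio called significant is 0.552.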

(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

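Poly-A mRNA from kidney and spleen of WT and *hrg1* DKO adult zebrafish, with or without PHZ, was sequenced by the authors, with 3 pools of 3 fish per group and 24 libraries in all. The authors aligned the reads to GRCz10 with STAR and counted reads per Ensembl gene with HTSeq, and the deposited values are whole-number counts per gene, with no normalization. The lines of totals that HTSeq adds, such as reads not unique, were used for the description of the libraries and left out of the gene counts. The condition and the replicate number of each library were taken from the sample records. Groups share the replicate numbers 1 to 3, and whether the numbers pair the libraries was checked by the correlation of deviations from the group means. The replicate number within a tissue, and for tissue differences the pool (condition and replicate number), was used as a block in an alternative only.

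Totals ranged from 7852634 to 14086181 reads on genes, and 3 counts were taken as the detection floor, which covers counting error only. Spread between pools is given as the SD or as the coefficient of variation. Tests used R 4.3.3 with edgeR 4.0.16 and limma 3.58.1: genes were filtered by group with filterByExpr, scaled by TMM, and fitted by the robust quasi-likelihood model with 1 mean per group in each tissue. p-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. Each standard error is the absolute log2 fold change divided by the square root of the F statistic of its test. It is thus derived from the test, and is approximate for genes with few reads. Tissue differences used all 24 libraries and 8 groups. Normalized CPM are counts scaled by TMM to 1000000. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

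The alternatives were DESeq2 1.42.0, RLE normalization, no filter, at least 10 counts in every sample, the replicate block, the 2 groups only, adjustment over the list, unadjusted p-values and leaving out each replicate in turn. The fits were tested on simulated data with 200 changed genes of known size. Of these, 165 were found in kidney and 51 in spleen for DKO_PHZ vs WT_PHZ, with 13 and 0 unchanged genes called.

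Genes are named where the paper names them in its text for RNA-seq or they can be read in Fig 5D, or where they have 1 of the 3 smallest p-values in a direction of DKO vs WT or DKO_PHZ vs WT_PHZ with no overlap of the groups. This rule was set before the data were examined, as were the comparisons and tests, and of the genes without a symbol at most 2 per direction are printed. Symbols were paired with identifiers through S1 and S2 Tables. Gene sets with less than 80% of members matched are void and were not tested, and the enrichment of gene ontology terms is not analysed here. The gene si:ch211-201o1.1 could not be matched and is not used here. Raw reads and the qRT-PCR experiments are not analysed here.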

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

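All tests in this part were chosen after the results were seen.

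DKO_PHZ vs WT_PHZ, its difference between the tissues and the alternatives to both are exceptions, having been set before the data were examined. The difference of the DKO_PHZ vs WT_PHZ effect between kidney and spleen was itself tested, with 24 libraries. It had an adjusted p-value under 0.05 for 233 of 20473 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the named genes, hpx_1 (ENSDARG00000051912) differed by 4.38 on the log2 scale, kidney minus spleen (standard error 1.01, adjusted p = 0.0446 from the edgeR test with Benjamini-Hochberg adjustment). It was lower in all 3 DKO_PHZ libraries than in any WT_PHZ library in spleen and overlapped in kidney. ENSDARG00000060153 differed by 2.69 (standard error 0.62, adjusted p = 0.0446 from the same edgeR test). It was lower in all 3 DKO_PHZ libraries in both tissues, with log2 fold changes of -1.56 in kidney and -4.18 in spleen. The number of genes was 2015 with DESeq2, 146 without a filter, 58 with 10 counts in every sample and 16 with the pool (condition and replicate number) as a block, and it ranged from 21 to 4277 with a replicate left out. The fit with the pool as a block allows for the correlation of same-numbered kidney and spleen libraries, which the test with 233 genes does not. In that fit the difference was 3.93 for hpx_1 (ENSDARG00000051912, adjusted p = 0.0830 from the same edgeR test) and 2.601 for ENSDARG00000060153 (adjusted p = 0.0939 from the same edgeR test), neither past the threshold. Of the 4 splits of the libraries compared, 1 gave as many genes, the real one, and with 4 splits the share cannot fall under 0.05.

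More genes passed the threshold in kidney (1960) than in spleen (360) for this comparison with edgeR. The order depends on the test. With DESeq2 there were 1264 higher and 1245 lower genes in kidney against 2264 and 1181 in spleen, and at an unadjusted p-value under 0.05 there were 4760 in kidney and 5226 in spleen. Thinned to the lowest spleen total, the kidney libraries still gave 1605 genes, so depth does not account for it. With a replicate left out, spleen gave from 3 higher and 12 lower genes (without WT_PHZ replicate 2) to 3128 higher and 1421 lower genes (without DKO_PHZ replicate 2), and 175 genes without DKO_PHZ replicate 1, so a library far from its replicates cannot be excluded. Simulated counts with the spread of the spleen libraries gave back 51 of 200 changed genes, against 165 with that of the kidney libraries. A wider spread between spleen replicates is therefore a candidate explanation for the lower number in spleen with edgeR, and the numbers do not show a smaller effect in spleen.

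Part of the spleen difference may come from unequal amounts of RNA of another tissue or cell type. In a set of 77 genes, chosen because they were high in kidney WT replicate 2 and low in the other kidney libraries, 24 of the 76 genes tested in spleen (31.6%) were lower in spleen DKO_PHZ than in WT_PHZ, against 1.22% of the other genes (Fisher's exact test, one-sided p = 8.18e-27 across genes, which are not independent). Without DKO_PHZ replicate 1 the number was 1. Of the 76 genes, 74 had a negative fold change, and the share of counts in this set was 0.993, 2.4 and 0.755% in the 3 DKO_PHZ libraries, below every other spleen library (2.74% or more). The share of counts in this set varied between replicates of one group, from 4.65% to 19.1% in spleen WT_PHZ. In these WT_PHZ libraries *cp* and hpx_1 (ENSDARG00000051912) had the same order of levels as this share. Their lower spleen levels in DKO_PHZ, and the difference of hpx_1 between the tissues, may therefore come from such RNA. Such RNA and a response of the spleen itself cannot be told apart with these counts, and no source was tested, because the symbols of marker genes could not be matched.

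Genes outside S1 and S2 Tables took 15.8% of the counts of spleen DKO_PHZ replicate 1 (95% Wilson interval 15.8 to 15.9%, which covers counting error only). None of them could be paired with a symbol, so whether the paper discusses any was not checked. They are 238 genes at 50 CPM or more there and at least 100 times above the median of the other spleen libraries. Their share was 3.06% in spleen WT replicate 2, 1.6% in spleen DKO_PHZ replicate 3, 0.827% in kidney WT replicate 2 and 0.353% in kidney DKO_PHZ replicate 3. In each of the other 19 libraries it was 0.121% or less. The levels of these genes in spleen DKO_PHZ replicate 1 correlated with those in untreated kidney WT replicate 2 by a Spearman rho of 0.888 across the genes. A response of the spleen to PHZ without Hrg1 would raise them in the other DKO_PHZ libraries. Of those 2, 0 lay above every WT or untreated spleen library, but WT replicate 2 alone sets this bar, and DKO_PHZ replicate 3 (1.6%) lay above the other WT or untreated spleen libraries (0.0616% or less), so such a response cannot be excluded. RNA of another tissue or cell type in some libraries remains a candidate explanation. A mislabelled library was not tested.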

How the results depend on the processing

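The alternatives below were set before the data were examined, and the tests of splits and of patterns in the other parts were chosen after the results were seen. The 153 reported results are 35 counts of genes and 118 log2 fold changes of named genes. Over the alternatives that kept all libraries, 583 of 630 log2 fold changes kept their sign and their side of the threshold, 20 were weaker, 23 stronger and 4 reversed. With each replicate left out in turn, 894 of 1008 did, 55 were weaker, 26 stronger and 33 reversed. Of the counts, 147 of 218 stayed within 1.5 times under the alternatives that kept all libraries, and 180 of 318 with a replicate left out. In what follows the count without the alternative stands in parentheses, and the cause was not tested. The gene set test camera was not run, because the sets are void, and the hemostasis and cell division sets gave no value.

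DESeq2 in place of edgeR gave 907 genes lower in kidney DKO vs WT (516) and 174 genes with a positive interaction in kidney (38). There were also 220 genes with a negative interaction in kidney (52) and 8 iron-list genes lower by the interaction in kidney (3). Further values were 1451 genes lower in spleen WT_PHZ vs WT (762) and 158 genes higher in spleen DKO vs WT (14). Beyond these came 95 genes lower in spleen DKO vs WT (13) and 2264 genes higher in spleen DKO_PHZ vs WT_PHZ (110). Then came 1181 genes lower in spleen DKO_PHZ vs WT_PHZ (250) and 1012 genes with a positive interaction in spleen (2). Also changed were 311 genes with a negative interaction in spleen (0) and 6 iron-list genes lower by the interaction in spleen (0). Next came 20 iron-list genes lower in DKO_PHZ vs WT_PHZ in spleen (3) and 5 iron-list genes higher in DKO_PHZ vs WT_PHZ in spleen (0). Other values were 2 iron-list genes lower by the interaction in both tissues (0) and 2015 genes with a DKO_PHZ vs WT_PHZ effect that differed between the tissues (233). There were also 185 genes with an interaction that differed between the tissues (0).

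RLE normalization in place of TMM gave 1 gene with a negative interaction in spleen (0) and 1 iron-list gene lower by the interaction in spleen (0). There were also 5 iron-list genes lower in DKO_PHZ vs WT_PHZ in spleen (3).

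Without a filter on low counts there were 170 genes higher in spleen DKO_PHZ vs WT_PHZ (110) and 1 gene with a negative interaction in spleen (0). There were also 1 iron-list gene lower by the interaction in spleen (0) and 6 iron-list genes lower in DKO_PHZ vs WT_PHZ in spleen (3). Further values were 146 genes with a DKO_PHZ vs WT_PHZ effect that differed between the tissues (233).

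Keeping the genes with at least 10 counts in every sample gave 670 genes lower in kidney DKO_PHZ vs WT_PHZ (1038) and 0 genes higher in spleen DKO vs WT (14). There were also 0 genes lower in spleen DKO vs WT (13) and 2 genes higher in spleen DKO_PHZ vs WT_PHZ (110). Further values were 1 gene lower in spleen DKO_PHZ vs WT_PHZ (250) and 0 iron-list genes lower in DKO_PHZ vs WT_PHZ in spleen (3). Beyond these came 1 matched heme synthesis gene lower in kidney DKO_PHZ vs WT_PHZ (2) and 58 genes with a DKO_PHZ vs WT_PHZ effect that differed between the tissues (233).

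With the replicate number as a block there were 23 genes with a positive interaction in kidney (38) and 19 genes with a negative interaction in kidney (52). There were also 1 iron-list gene lower by the interaction in kidney (3) and 1081 genes higher in spleen DKO_PHZ vs DKO (3174). Further values were 1173 genes lower in spleen DKO_PHZ vs DKO (1910) and 3 genes higher in spleen DKO vs WT (14). Beyond these came 3 genes lower in spleen DKO vs WT (13) and 408 genes lower in spleen DKO_PHZ vs WT_PHZ (250). Then came 0 genes with a positive interaction in spleen (2) and 7 iron-list genes lower in DKO_PHZ vs WT_PHZ in spleen (3). Also changed were 16 genes with a DKO_PHZ vs WT_PHZ effect that differed between the tissues (233). Same-numbered kidney libraries of different groups are not paired in their values, with a mean correlation of deviations of -0.0264, and the block removes degrees of freedom. For the differences between the tissues the block is the pool, which is the condition and the replicate number, and same-numbered kidney and spleen libraries do deviate together, with a mean correlation of 0.236.

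Fitting the 2 groups only, without the other libraries of the tissue, gave 235 genes higher in kidney DKO vs WT (515) and 264 genes lower in kidney DKO vs WT (516). There were also 2230 genes higher in spleen WT_PHZ vs WT (1282) and 1750 genes lower in spleen WT_PHZ vs WT (762). Further values were 0 genes higher in spleen DKO_PHZ vs DKO (3174) and 0 genes lower in spleen DKO_PHZ vs DKO (1910). Beyond these came 46 genes higher in spleen DKO vs WT (14) and 28 genes lower in spleen DKO vs WT (13). Then came 0 genes higher in spleen DKO_PHZ vs WT_PHZ (110) and 1 gene lower in spleen DKO_PHZ vs WT_PHZ (250). Also changed were 1 iron-list gene lower in DKO_PHZ vs WT_PHZ in spleen (3) and 1 matched heme synthesis gene lower in kidney DKO_PHZ vs WT_PHZ (2). At an unadjusted p-value under 0.05, the 4-group fit has 8401 genes in spleen DKO_PHZ vs DKO and 5226 in spleen DKO_PHZ vs WT_PHZ.

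With the p-values adjusted over the list there were 8 iron-list genes lower by the interaction in kidney (3) and 1 iron-list gene lower by the interaction in spleen (0). There were also 18 iron-list genes lower in DKO_PHZ vs WT_PHZ in spleen (3) and 2 iron-list genes higher in DKO_PHZ vs WT_PHZ in spleen (0). Further values were 1 iron-list gene lower by the interaction in both tissues (0).

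At an unadjusted p-value under 0.05 there were 18 iron-list genes lower by the interaction in kidney (3) and 3 iron-list genes higher by the interaction in kidney (0). There were also 26 iron-list genes lower in DKO_PHZ vs WT_PHZ in kidney (15) and 10 iron-list genes higher in DKO_PHZ vs WT_PHZ in kidney (5). Further values were 15 iron-list genes lower by the interaction in spleen (0) and 6 iron-list genes higher by the interaction in spleen (0). Beyond these came 26 iron-list genes lower in DKO_PHZ vs WT_PHZ in spleen (3) and 6 iron-list genes higher in DKO_PHZ vs WT_PHZ in spleen (0). Then came 5 iron-list genes lower by the interaction in both tissues (0) and 1 iron-list gene higher by the interaction in both tissues (0).

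With each replicate left out in turn there were from 1935 to 2589 genes lower in kidney WT_PHZ vs WT (3034) and from 1497 to 2338 genes lower in kidney DKO_PHZ vs DKO (2426). There were also from 227 to 534 genes higher in kidney DKO vs WT (515) and from 205 to 530 genes lower in kidney DKO vs WT (516). Further values were from 416 to 995 genes higher in kidney DKO_PHZ vs WT_PHZ (922) and from 515 to 995 genes lower in kidney DKO_PHZ vs WT_PHZ (1038). Beyond these came from 17 to 65 genes with a positive interaction in kidney (38) and from 8 to 106 genes with a negative interaction in kidney (52). Then came from 1 to 5 iron-list genes lower by the interaction in kidney (3) and from 7 to 17 iron-list genes lower in DKO_PHZ vs WT_PHZ in kidney (15). Also changed were from 454 to 757 genes higher in spleen WT_PHZ vs WT (1282) and from 131 to 414 genes lower in spleen WT_PHZ vs WT (762). Next came from 55 to 5136 genes higher in spleen DKO_PHZ vs DKO (3174) and from 31 to 3834 genes lower in spleen DKO_PHZ vs DKO (1910). Other values were from 1 to 5 genes higher in spleen DKO vs WT (14) and from 3 to 7 genes lower in spleen DKO vs WT (13). There were also from 3 to 3128 genes higher in spleen DKO_PHZ vs WT_PHZ (110) and from 12 to 1421 genes lower in spleen DKO_PHZ vs WT_PHZ (250). Further values were from 0 to 1579 genes with a positive interaction in spleen (2) and from 0 to 328 genes with a negative interaction in spleen (0). Beyond these came from 0 to 7 iron-list genes lower by the interaction in spleen (0) and from 0 to 2 iron-list genes higher by the interaction in spleen (0). Then came from 1 to 28 iron-list genes lower in DKO_PHZ vs WT_PHZ in spleen (3) and from 0 to 4 iron-list genes higher in DKO_PHZ vs WT_PHZ in spleen (0). Also changed were from 0 to 2 matched heme synthesis genes lower in kidney DKO_PHZ vs WT_PHZ (2) and from 1 to 2 matched immune genes higher in kidney DKO_PHZ vs WT_PHZ (1). Next came from 21 to 4277 genes with a DKO_PHZ vs WT_PHZ effect that differed between the tissues (233) and from 0 to 1516 genes with an interaction that differed between the tissues (0). The highest spleen counts of DKO_PHZ vs WT_PHZ and of the interaction came without DKO_PHZ replicate 2. That fit keeps the DKO_PHZ libraries with the largest shares of counts in the 238 genes described above.

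The reversed log2 fold changes with all libraries kept were -0.092 for the interaction of cp in kidney with the replicate block (0.21) and 0.012 for the interaction of ENSDARG00000088689 in kidney with DESeq2 (-0.024). There were also 0.016 for the interaction of ENSDARG00000088689 in kidney with RLE normalization (-0.024) and 0.013 for the interaction of ENSDARG00000088689 in kidney with the replicate block (-0.024).

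With a replicate left out, the log2 fold changes that reversed ranged from -0.28 to 0.024 for slc48a1a in kidney DKO_PHZ vs DKO (-0.092, reversed in 2 of 6 fits) and from -0.069 to 0.23 for slc40a1 in kidney DKO_PHZ vs WT_PHZ (0.091, reversed in 2 of 6 fits). There were also from -0.018 to 0.064 for slc48a1a in kidney DKO_PHZ vs WT_PHZ (0.023, reversed in 2 of 6 fits) and from -1.26 to 0.75 for the interaction of cp in kidney (0.21, reversed in 1 of 12 fits). Further values were from -0.17 to 0.55 for the interaction of ENSDARG00000094210 in kidney (0.27, reversed in 1 of 12 fits) and from -0.23 to 0.93 for the interaction of hpx_1 ENSDARG00000051912 in kidney (0.59, reversed in 1 of 12 fits). Beyond these came from -1.62 to 2.56 for the interaction of hpx_1 ENSDARG00000012609 in kidney (1.94, reversed in 1 of 12 fits) and from -0.20 to 0.20 for the interaction of ENSDARG00000088689 in kidney (-0.024, reversed in 4 of 12 fits). Then came from -1.12 to 0.14 for erfe in spleen DKO_PHZ vs WT_PHZ (-0.29, reversed in 1 of 6 fits) and from -1.26 to 0.35 for alas2 in spleen DKO_PHZ vs WT_PHZ (-0.12, reversed in 3 of 6 fits). Also changed were from -0.25 to 1.104 for slc40a1 in spleen DKO_PHZ vs WT_PHZ (0.62, reversed in 1 of 6 fits) and from -0.10 to 0.85 for il6 in spleen DKO_PHZ vs WT_PHZ (0.36, reversed in 1 of 6 fits). Next came from -1.18 to 0.30 for ENSDARG00000011166 in spleen DKO_PHZ vs WT_PHZ (-0.16, reversed in 3 of 6 fits) and from -1.63 to 0.030 for the interaction of alas2 in spleen (-0.49, reversed in 1 of 12 fits). Other values were from -1.05 to 0.30 for the interaction of slc40a1 in spleen (-0.19, reversed in 2 of 12 fits) and from -0.58 to 0.14 for the interaction of ENSDARG00000094210 in spleen (-0.26, reversed in 1 of 12 fits). There were also from -1.32 to 0.032 for the interaction of tmprss6 in spleen (-0.91, reversed in 1 of 12 fits) and from -0.38 to 0.69 for the interaction of ENSDARG00000079105 in spleen (0.25, reversed in 1 of 12 fits). Further values were from -1.199 to 0.36 for the interaction of ENSDARG00000011166 in spleen (-0.19, reversed in 4 of 12 fits). The cause was not tested.

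Depth limits the genes with few reads. In kidney, 9 of the 111 genes of S1 Table were not tested, *tmprss6*, *spic*, *il6* and *il22* among them. Simulated counts with the spread of the spleen libraries gave back 51 of 200 changed genes for DKO_PHZ vs WT_PHZ and 0 of 200 for the interaction, against 165 and 136 with the spread of the kidney libraries. By size, the spleen test of DKO_PHZ vs WT_PHZ gave back 0 of 50 changes of 1 on the log2 scale, 18 of 100 of 2 and 33 of 50 of 3, and the spleen interaction none of any of these sizes.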

Differences from the paper's values

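The ratios without scaling between the groups and the median shift under TMM were chosen after the result was seen. No other test in this part was, and the alternatives named are those set before the data were examined.

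S1 Table calls 20 genes lower in kidney, the paper's number. By the interaction there were 3 here. Of the alternatives set before the data were examined, the unadjusted p-value alone came within the limit, with 18 genes. In DKO_PHZ vs WT_PHZ, another measure than the ratio of S1 Table, there were 15, within the limit, as were 5 of 8 alternatives, among them DESeq2 (19). RLE normalization (13), no filter (13) and 10 counts in every sample (10) were not. With a replicate left out, 1 of 6 fits was within the limit (17), and the lowest gave 7. For the genes higher in kidney, the paper's number is 42, against 0 by the interaction (3 at an unadjusted p-value under 0.05). In DKO_PHZ vs WT_PHZ there were 5, and none of the alternatives closed either gap. The SEM in S1 Table is the same percentage of the fold change in every gene, so its calls follow the size of the ratio. The tests here use the spread between replicates, a difference that none of the alternatives removes. How much of the gaps it accounts for was not tested. Common to both tissues are the paper's 10 lower and 13 higher genes. There were 0 of each here by the interaction, with 5 and 1 at an unadjusted p-value under 0.05. None of the alternatives closed the gap. The spleen interaction test found 0 of 200 changed genes in simulated counts, so these values of 0 cannot show that common genes are absent.

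For spleen the paper's numbers are 29 lower and 37 higher genes. By the interaction there were 0 and 0, with 15 and 6 at an unadjusted p-value under 0.05. None of the alternatives closed these gaps. In simulated counts this spleen test found 0 of 200 changed genes, so the values of 0 cannot decide against the paper's numbers. In DKO_PHZ vs WT_PHZ, another measure than the ratio of S2 Table, there were 3 lower genes against the paper's 29. DESeq2 (20), the unadjusted p-value (26) and leaving out DKO_PHZ replicate 2 (28) closed this gap, and the other alternatives did not. The fit without DKO_PHZ replicate 2 keeps the DKO_PHZ libraries with 15.8% and 1.6% of counts in the 238 genes described above (0.0405% in replicate 2). It thus rests on the DKO_PHZ libraries most open to RNA of another tissue or cell type. There were 0 higher genes against the paper's 37, with 6 at an unadjusted p-value under 0.05, and none of the alternatives closed the gap.

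The number of genes higher in kidney DKO_PHZ vs WT_PHZ is the paper's about 1500 in Fig 5A, read by eye, and was 922 here. DESeq2 (1264) and the fit of the 2 groups only (1212) came within the limit, and the other alternatives did not.

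For single genes, the log2 of the ratio of the PHZ fold changes in kidney was -1.67 for *erfe* against the paper's -1.42. DESeq2 (-1.64), RLE normalization (-1.64) and the filter of 10 counts in every sample (-1.63) came within the limit. So did leaving out WT replicate 1 (-1.64), WT replicate 3 (-1.62), DKO replicate 1 (-1.63), DKO_PHZ replicate 1 (-1.57) or DKO_PHZ replicate 3 (-1.55), and the others did not. For *fth1a* it was -0.93 against the paper's -0.67, and none of the alternatives closed the gap. For *steap3* it was -0.88 against the paper's -0.62. DESeq2 (-0.84), RLE normalization (-0.84), the filter of 10 counts in every sample (-0.83) and leaving out WT replicate 3 (-0.76), DKO replicate 1 (-0.79), DKO replicate 2 (-0.82) or DKO_PHZ replicate 3 (-0.72) came within the limit, and the others did not.

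For the *ftl* gene ENSDARG00000031776 it was -0.67 against the paper's -0.42. DESeq2 (-0.64), RLE normalization (-0.64) and the filter of 10 counts in every sample (-0.63) came within the limit. So did leaving out WT replicate 1 (-0.54), WT_PHZ replicate 3 (-0.60), DKO replicate 1 (-0.57), DKO_PHZ replicate 1 (-0.60) or DKO_PHZ replicate 3 (-0.62), and the others did not. For *hrg1a* (slc48a1b) it was -0.36 against the paper's -0.12, and of the alternatives leaving out WT replicate 2 (-0.27) closed the gap.

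In spleen, *slc40a1* had -0.19 against the paper's 0.27, and leaving out WT_PHZ replicate 1 (0.19) or DKO_PHZ replicate 1 (0.30) closed the gap. ENSDARG00000094210 had -0.26 against the paper's 0.21, and leaving out DKO_PHZ replicate 1 (0.14) closed the gap. *hrg1a* had -0.28 against the paper's 0.21, and none of the alternatives closed the gap.

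Each of these single-gene gaps is close to the shift over the table genes with at least 500 counts under TMM, with a median of -0.261 in kidney and -0.469 in spleen, so they are not specific to these genes or to a replicate. With ratios of counts not scaled between the groups, a setting chosen after the values were seen, the kidney values were -1.42 for *erfe*, -0.67 for *fth1a*, -0.62 for *steap3*, -0.43 for ENSDARG00000031776 and -0.12 for *hrg1a*. The spleen values were 0.24 for *slc40a1*, 0.20 for ENSDARG00000094210 and 0.21 for *hrg1a*.

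The paper lists *hamp1* among the genes higher in DKO kidney after PHZ, whereas its log2 fold change in DKO_PHZ vs WT_PHZ was -1.87 here, and it is the interaction that was positive, at 2.22. The paper lists *slc40a1* and *fech* among the genes lower in DKO kidney after PHZ. In DKO_PHZ vs WT_PHZ *slc40a1* had a log2 fold change of 0.09 and *fech* of -0.43, neither past the threshold. Their interactions, the measure of S1 Table, were -0.70 and -0.95 against the paper's -0.45 and -0.71 and are not among the differences. *tmprss6*, *spic*, *il6* and *il22*, which the paper lists as higher, had 67, 12, 41 and 7 reads over the 12 kidney libraries and were not tested.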

Other observations

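Apart from the PHZ response of the *hrg1* genes in WT kidney, all tests in this part were chosen after the results were seen. A further 5 tests chosen before could not be run, because the symbols of their marker genes or the positions of genes could not be matched.

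The fold changes in S1 and S2 Tables lie close to ratios of group means of counts that were not scaled between the groups. Over 82 genes in kidney with at least 500 counts, the median difference from unscaled ratios was -0.0013 in WT and 0.00053 in DKO on the log2 scale. Single kidney genes differed by -0.13 to 0.0223 in WT and -0.106 to 0.0541 in DKO without any scaling. With scaling within each group only, the ranges were -0.026 to 0.0113 and -0.013 to 0.02. In spleen the median difference from unscaled ratios was 0.00802 in WT and 0.00311 in DKO. Single spleen genes differed more, by -0.171 to 0.157 in WT and -0.13 to 0.155 in DKO without scaling. Scaling within each spleen group left -0.126 to 0.0486 and -0.0574 to 0.0607. With scaling by the median of ratios over all groups, the log2 ratio of DKO to WT moved by -0.219 in kidney and, over 84 genes, by -0.453 in spleen. After this shift is removed, 25 genes of S1 Table lie above its own limit and 25 below, in place of the paper's 42 and 20. In S2 Table they are 24 and 47, in place of the paper's 37 and 29. Because 1 shift is taken from every ratio, its sign alone fixes that fewer genes lie above and more below, so these numbers do not test what caused the excess of higher genes.

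Of the 36 tested genes that S1 Table calls higher, 4 had an interaction that fell by more than 1 on the log2 scale when kidney WT replicate 2 was left out, against at most 1 for any other library. Of these, *hamp1* went from 2.22 to 0.42, *cp* from 0.21 to -1.26 and hpx_1 (ENSDARG00000012609) from 1.94 to -1.62. RNA of another tissue or cell type in that library is a candidate explanation for these 4 genes, and no source was tested.

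Of the 9 genes of S1 Table with too few counts to be tested, 7 are called significant in the table (77.8%), against 55 of the other 102 (53.9%). Few reads behind a fold change cannot be excluded for these 9 (Fisher's exact test, one-sided p = 0.151).

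Kidney and spleen libraries of one condition deviated together where they had the same replicate number, with a mean correlation of 0.236. It was -0.115 for different numbers. Deviations from a group mean cancel out over its replicates, so this value largely follows from the first and is no separate comparison. Of the 1296 assignments of replicate numbers within conditions, 2 gave a mean as high (exact permutation p = 0.00154). Handling of libraries by replicate number would also tie kidney libraries of different conditions, whose mean correlation was -0.0264. A candidate explanation is that the kidneys and spleens of a pool came from the same fish.

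Genes that differ between DKO and WT without PHZ may reflect a variant of the strain rather than the loss of *hrg1*. Of 266 genes with a log2 change over 2 in kidney DKO vs WT past the threshold, 186 were tested in spleen, and 169 of these (90.9%) went the same way. An effect of genotype in both tissues and a variant carried by the DKO fish predict the same, and the 2 cannot be told apart here. ENSDARG00000088689, with a log2 change of 6.83, is among them.

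Other splits of the libraries were compared with the real one among the splits that part every same-numbered pair. For each of WT_PHZ vs WT, DKO_PHZ vs DKO, DKO vs WT and DKO_PHZ vs WT_PHZ, in kidney and in spleen, 1 of the 4 such splits gave as many genes, the real one. The 6 splits that leave pairs together gave at most 17 genes, in kidney DKO vs WT. With 4 splits the share cannot fall under 0.05. For the interaction, 4 of 32 splits gave 90 genes or more in kidney and 2 of 32 gave 2 or more in spleen. Those in kidney include splits other than the real one with 171 and 288 genes, more than the real 90. In these 2 the genotype was exchanged in every PHZ pair and in 1 untreated pair. They therefore carry much of the mean difference between the genotypes and are no baseline without an effect. For this reason the share of 0.125 cannot decide whether the kidney number is set apart. Of the kidney splits that did not reach 90, the highest gave 17 genes. With the genotype exchanged in every PHZ pair and no untreated pair, a split that measures the mean difference between the genotypes, there were 3018 genes in kidney and 437 in spleen. For the difference of the interaction between the tissues, with 0 genes past the threshold and 3125 at an unadjusted p-value under 0.05, all 32 of 32 splits gave as many, which they do by definition, so this comparison tests nothing.

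The PHZ response of the *hrg1* genes in WT kidney was a log2 fold change of 0.87 for *hrg1a* (slc48a1b, adjusted p = 0.000141, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in all 3 WT_PHZ libraries than in any WT library). For *hrg1b* (slc48a1a) it was -0.62 (adjusted p = 0.0641 from the same edgeR test).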
